# Perirenal adipose afferent nerves sustain pathological high blood pressure in rats

**DOI:** 10.1038/s41467-022-30868-6

**Published:** 2022-06-06

**Authors:** Peng Li, Boxun Liu, Xiaoguang Wu, Yan Lu, Ming Qiu, Yihui Shen, Yunfan Tian, Chi Liu, Xiru Chen, Chuanxi Yang, Mengqing Deng, Yaqing Wang, Jia Gu, Zhongping Su, Xuguan Chen, Kun Zhao, Yanhui Sheng, Shijiang Zhang, Wei Sun, Xiangqing Kong

**Keywords:** Hypertension, Hypertension

## Abstract

Hypertension is a pathological condition of persistent high blood pressure (BP) of which the underlying neural mechanisms remain obscure. Here, we show that the afferent nerves in perirenal adipose tissue (PRAT) contribute to maintain pathological high BP, without affecting physiological BP. Bilateral PRAT ablation or denervation leads to a long-term reduction of high BP in spontaneous hypertensive rats (SHR), but has no effect on normal BP in control rats. Further, gain- and loss-of-function and neuron transcriptomics studies show that augmented activities and remodeling of L1-L2 dorsal root ganglia neurons are responsible for hypertension in SHR. Moreover, we went on to show that calcitonin gene-related peptide (CGRP) is a key endogenous suppressor of hypertension that is sequestered by pro-hypertensive PRAT in SHRs. Taken together, we identify PRAT afferent nerves as a pro-hypertensive node that sustains high BP via suppressing CGRP, thereby providing a therapeutic target to tackle primary hypertension.

## Abstract (web summary)

The sympathetic nervous system can contribute to the development of hypertension, but the neurogenic mechanisms involved are incompletely understood. Here the authors report that afferent nerves in the perirenal adipose tissue (PRAT) contribute to the maintenance of high blood pressure, and PRAT ablation, denervation or upregulation of calcitonin gene-related peptide reduce blood pressure in hypertensive rats.

## Introduction

Hypertension is the most prevalent non-communicable disease, affecting 1.39 billion people worldwide^1^. Approximately 95% patients with high blood pressure have “essential” hypertension with undermined etiologies, and the high blood pressure (BP) can arise from combined actions of a variety of genetic, environmental, and behavior factors^2,3^. Disorders of neurogenic and body fluid regulation by the kidney are the most important underlying reasons of essential hypertension. Enhanced sympathetic nervous system activity and lower baroreflex sensitivity have been documented in the early stage and during the development of essential hypertension^4–6^. Moreover, studies of salt intake and hypertension have revealed the important role of the kidney in essential hypertension^7,8^. Although anti-hypertensive drugs targeting sympathetic system, fluid regulation, and vasodilatation have significantly reduced cardiovascular morbidity and mortality, no drug can cure essential hypertension or has a long-term anti-hypertensive effect by one-time treatment. On the other hand, life-long drug treatment has only achieved 28.4% BP control in high-income countries and 7.7% BP control in low- and middle-income countries, yet with significant side effects, polypharmacy, and noncompliance^1^. Pursuing alternative long-term therapeutic strategies is therefore urgently needed.

It is well-known that once chronic hypertension is installed at the early stage of essential hypertension, the high BP level is maintained, even in the absence of increased sympathetic nerve activity^9^. The kidney plays an important role in the maintenance of high BP in essential hypertension^10^. However, neurogenic mechanism involved in this regulation remains largely unknown. Perirenal adipose tissue (PRAT), also known as the adipose capsule of kidney, is a layer of fatty material surrounding the kidney and lies inside the renal fascia. PRAT is neutral fat consisting of white adipose tissue and islands of brown adipose tissue^11,12^. Similar to the nerve supply of pure white adipose tissue, efferent nerves of PRAT are only composed of sympathetic nerves of autonomic nervous system^13^. Adjacent to PRAT, pararenal fat is a collection of pure white adipose tissue, located superficially to the renal fascia. Both PRAT and pararenal adipose tissues (PaRAT) are part of retroperitoneal fat. Prospective cohort studies have shown that visceral especially retroperitoneal obesity is robustly associated with hypertension^14,15^. It has also been noted that renal adipose tissues, including PRAT and PaRAT, are associated with high BP in patients with obesity^16,17^.

In prior studies, sensory nerves were discovered to act as a connector between adipose tissue and high BP in rats fed with a high-fat diet^18^. Sensory nerve fibers within adipose tissue, marked by the differential expression of calcitonin gene-related peptide (CGRP), carry chemical sensory stimuli toward neural soma that lie in dorsal root ganglia (DRGs) and then central nervous system. Sympathetic nerve activities were subsequently activated in obese hypertensive rats. This neural reflex was termed as “adipose afferent reflex”^18^. However, roles of sensory nerve fibers of adipose tissue in other pathological high BP remain unclear.

Here, we investigate whether and how PRAT regulates hypertension in spontaneous hypertensive rats (SHRs), a wildly used animal model mimicking human essential hypertension. We show that PRAT ablation (PRATA) or denervation (PRATD) effectively and stably reduces high BP, without affecting normal BP. Further, we uncover, by gain- and loss-of-function studies, that L1-L2 DRG neurons and their sensory fibers projecting to PRAT play a critical role in maintaining high BP via neuron remodeling and sequestering CGRP.

## Results

### Effects of PRATA on BP and neuroendocrine activity

To examine the role of PRATA in BP control, we surgically ablated PRAT in SHRs and normotensive Wistar-Kyoto (WKY) rats, without affecting the renal sinus, ureter and adrenal glands (schematic diagram shown in Fig. 1a, photographs of anatomy and operation shown in Supplementary Fig. 1a). PRATA acutely decreased intracarotid mean arterial pressure (MAP) in SHRs, but not control WKY rats, within 20 min after surgical procedure (Fig. 1b). In contrast, removal of unilateral or half-volume PRAT, PaRAT, epididymal or inguinal adipose tissue in SHRs did not affect MAP (Fig. 1c to f), indicating a tissue-specific effect of PRATA in lowering the elevated BP in SHRs. Additionally, PRATA did not affect body weight and lifespan (Supplementary Fig. 2a, b), suggesting limited systemic side effects.

**Fig. 1:**
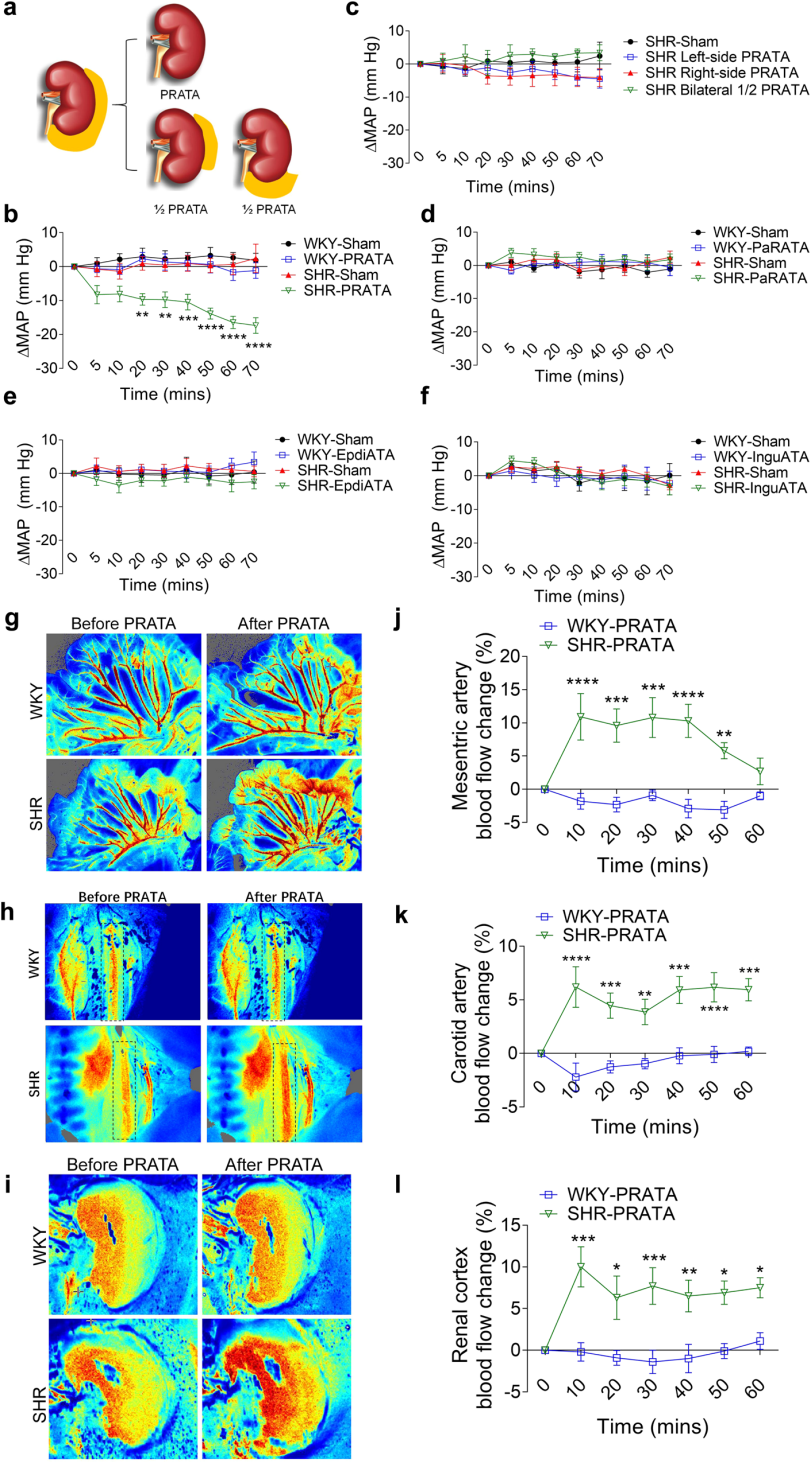
Acute effects of PRATA on blood pressure and peripheral vasomotion. **a** Surgical diagram of PRATA. **b** Acute changes of the intracarotid arterial MAP post PRATA, *n* = 6 per group; Data are mean ± SEM. **P < 0.01, ***P < 0.001, ****P < 0.0001. Analysis of variance (ANOVA), Bonferroni post-hoc test, two-sided. **c**–**f** Changes of intracarotid arterial MAP post unilateral and half-volume PRATA (**c**), pararenal adipose tissue ablation (**d**), epididymal adipose tissue ablation (**e**) and inguinal adipose tissue ablation (**f**), *n* = 6 per group; Data are mean ± SEM. *P* > 0.05. ANOVA, Bonferroni post-hoc test, two-sided. **g**–**l** Laser speckle contrast imaging of the blood flow of mesenteric artery (**g**), carotid artery (**h**) and renal cortex (**i**), and quantification (**j**–**l**). *n* = 5 per group for all the imaging of the blood flow experiments in (**j**) and (**l**). *n* = 7 for WKY-PRATA group, *n* = 5 for SHR-PRATA group in (**k**). Data are mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. ANOVA, Bonferroni post-hoc test, two-sided.

Next, we used the laser speckle contrast imaging to examine blood flow of mesenteric artery and renal cortex vessels after PRATA. We found that PRATA led to significant dilatation of mesenteric arteries (Fig. 1g) and carotid arteries (Fig. 1h), increased renal cortex blood flow (Fig. 1i), as well as undulant dilatation of the dorsalis pedis artery (Supplementary Fig. 2c), 10 min after the procedure. Weekly BP monitoring using implanted radiotelemetry revealed that PRATA-induced reduction of MAP of SHRs during the day and night (Fig. 2a, b). Similar results were obtained using tail-cuff measurement of BP that PRATA reduced the MAP of male (Fig. 2c) and female (Supplementary Fig. 2f) SHRs, but had no effect on BP in male (Fig. 2d) and female (Supplementary Fig. 2g) WKY rats. The BP level was similar between radiotelemetry and tail-cuff measurement (Supplementary Fig. 3a). Importantly, ablation of half-volume PRAT, PaRAT, epididymal or inguinal adipose tissue in SHRs did not show long-term effects on BP (Supplementary Fig. 3b–e).

**Fig. 2:**
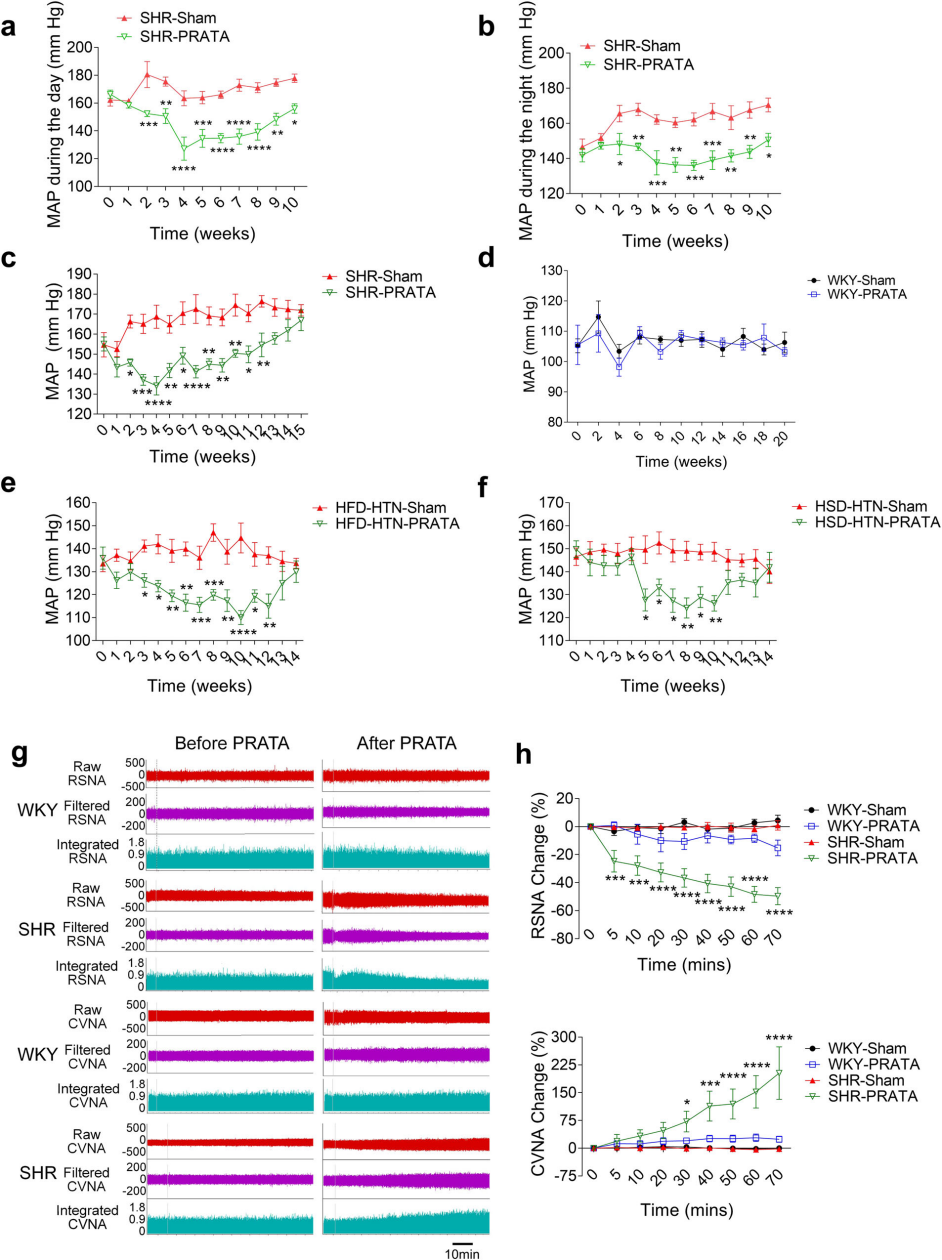
Effects of PRATA on hypertension of different causes and sympathetic output. **a**, **b** Weekly measurement of arterial mean BP post PRATA in SHRs using radiotelemetry in the daytime (**a**) and at night (**b**), *n* = 6 per group; Data are mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. ANOVA, Bonferroni post-hoc test, two-sided. **c**, **d** Weekly measurement of tail arterial BP post PRATA in SHR (**c**) and WKY rats (**d**), *n* = 7 per group; Data are mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. ANOVA, Bonferroni post-hoc test, two-sided. **e**, **f** weekly measurement of tail arterial BP post PRATA in high fat diet (HFD) induced hypertensive rats (**e**) and high salt diet (HSD) induced hypertensive rats (**f**), *n* = 7 per group; Data are mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. ANOVA, Bonferroni post-hoc test, two-sided. **g**, **h** Changes of renal sympathetic and cervical vagal nerve discharge (**g**) and quantification (**h**), *n* = 6 per group; Data are mean ± SEM. *P < 0.05, ***P < 0.001, ****P < 0.0001. ANOVA, Bonferroni post-hoc test, two-sided.

To further address whether PRAT-induced BP-lowering effects is limited in SHRs, we performed PRATA in high salt and high fat diet-induced hypertension rat models. PRATA showed similar reduction of high BP in these models (Fig. 2e, f). Taken together, the acute and chronic BP-lowering effect is presented in different hypertensive rat models after PRATA. The presence and integrity of PRAT plays an important role in the maintenance of high BP, whereas the baseline volume or mass of PRAT is not associated with the increase of BP.

### PRATA reduces L1-L2 DRG neuron function and promotes neuron remodeling

To investigate the neuroendocrine mechanism(s) by which PRATA suppresses high BP, we focused on catecholamine metabolism. We found that PRATA did not affect serum levels of epinephrine, norepinephrine and dopamine (Supplementary Fig. 4a–c), urine catecholamines and related metabolites in both SHRs and WKY rats (Supplementary Fig. 4d–h) or renal cortex level of norepinephrine (Supplementary Fig. 4i). We next explored whether PRATA affected sympathetic or parasympathetic output by examining the changes of renal sympathetic nerve (RSN) and cervical vagal nerve (CVN). We found that RSN activity was rapidly and significantly decreased within 5 min after PRATA in SHRs, whereas only a slight, but not significant, decrease was observed in WKY rats. CVN activity was significantly elevated 30 min after PRATA in SHRs, but not WKY rats (Fig. 2g, h).

We then examined whether PRATA decreased BP by inhibiting angiotensin-II (Ang II) signaling. Our results showed that no significant change of Ang II level was observed in renal cortex or medulla after PRATA (Supplementary Fig. 4j, k). PRATA did not reduce the increased BP induced by Ang II (Supplementary Fig. 4l). Thus, the chronic BP-lowering effect of PRATA is unrelated to the reduction of Ang II signaling.

Next, we went on to address potential effects of PRATA on neuronal regulation of blood vessels. PRAT is not a ganglion and cannot directly affect the sympathetic output and vascular tone. The activity of sympathetic neural circuit and vascular tone depend on the function of sensory nerves in peripheral organs^18^. On these grounds, we then focused on the affected neurons in DRG, the most peripheral sensory ganglia of PRAT, and their potential roles in high BP. Here we confirmed that T13-L2 are the predominant DRGs projecting sensory nerves to PRAT in SHRs (Supplementary Fig. 5a), which is similar to that in Sprague-Dawley (SD) rats in our previous studies^19^. Gain-of-function study by directly injecting a low dosage of capsaicin (a sensory nerve activator at a low dosage) into T13-L3 DRGs showed that T13-L2 but not L3 DRGs injection caused a strong increase of MAP (~18 mmHg) within 5 min in SHRs, compared to moderate elevation (~6 mmHg) in WKY rats (Fig. 3a, b; Supplementary Fig. 5b, c). Intra-DRG injection of capsaicin-induced MAP elevation was blunted in SHRs at 4 weeks after PRATA, and this inhibitory effect was sustained for 12 weeks (Fig. 3a, b). The expression of TRPV1, a receptor of capsaicin, was increased in the L1-L2 DRGs of SHRs, which was downregulated after PRATA (Supplementary Fig. 5d–g). Conversely, a loss-of-function chemogenetic study was performed using Designer Receptors Exclusively Activated by Designer Drugs (DREADDs^20^) as a selective inhibitor of neuronal activity of L1-L2 DRGs that innervate PRAT (Supplementary Fig. 6a, b). Ten minutes after injecting clozapine-N-oxide (CNO), the specific ligand for the inhibitory receptor M4Di, intracarotid arterial MAP began decreasing in SHRs. The amplitude for MAP decrease was up to 20 mmHg, while there is no significant change in MAP in control rats (Fig. 3c, d).

**Fig. 3:**
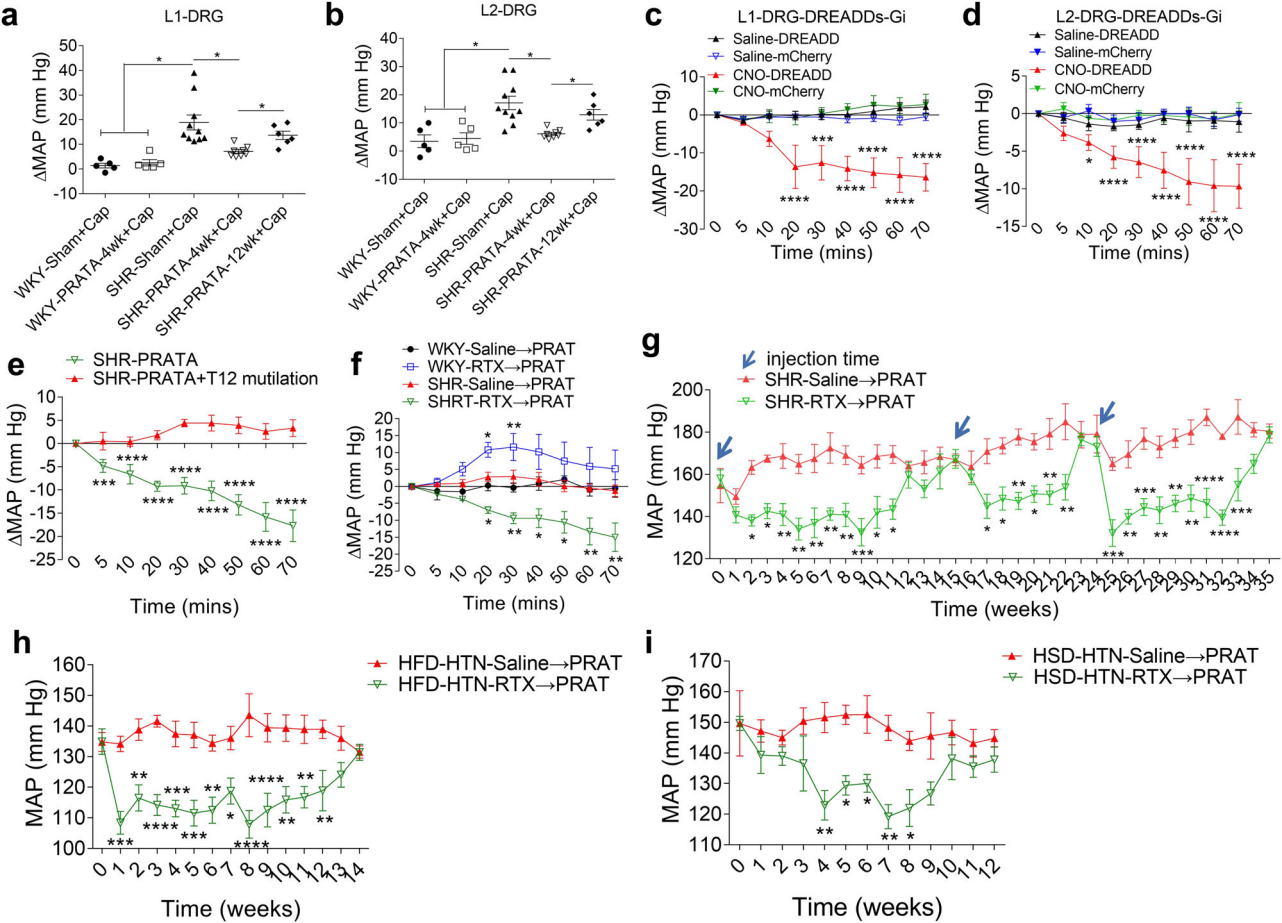
Enhanced L1-L2 DRG neuron activity as a regulator for high BP. **a**, **b** Changes of intracarotid arterial MAP under L1-L2 DRG injection with capsaicin post PRATA, *n* = 5 for WKY-Sham + Cap and WKY-PRATA-4wk + Cap groups, *n* = 10 for SHR-Sham + Cap group, *n* = 8 for SHR-PRATA-4wk + Cap group, *n* = 6 for SHR-PRATA-12wk + Cap group; Data are mean ± SEM. *P < 0.05. ANOVA, Bonferroni post-hoc test, two-sided. **c**, **d** Changes of the intracarotid arterial MAP after selective inhibition of neuronal activity of L1-L2 DRGs using Gi-DREADDs in SHR, *n* = 5 for Saline-DREADD and CNO-DREADD group, *n* = 6 for Saline-mCherry and CNO-mCherry group; Data are mean ± SEM. *P < 0.05, ***P < 0.001, ****P < 0.0001 compared with Saline-DREADD group. ANOVA, Bonferroni post-hoc test, two-sided. **e** Changes of the intracarotid arterial MAP post PRATA with or without T12 spinal cord mutilation, *n* = 6 for SHR-PRATA group, *n* = 5 for SHR-PRATA + T12 mutilation group; Data are mean ± SEM. ***P < 0.001, ****P < 0.0001. ANOVA, Bonferroni post-hoc test, two-sided. **f** Changes of the intracarotid arterial MAP post PRAT denervation by RTX in SHRs, *n* = 6 per group; Data are mean ± SEM. *P < 0.05, **P < 0.01. ANOVA, Bonferroni post-hoc test, two-sided. **g** Weekly measurement of tail arterial BP post three repeated PRATD by RTX in SHRs, *n* = 6 per group; Data are mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. ANOVA, Bonferroni post-hoc test, two-sided. **h**, **i** Weekly measurement of tail arterial BP post PRATD in HFD induced hypertensive rats (**h**) and HSD induced hypertensive rats (**i**), *n* = 8 for HFD-HTN-Saline→PRAT group, *n* = 7 for HFD-HTN-RTX → PRAT group in (**h**); *n* = 7 per group in (**i**); Data are mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. ANOVA, Bonferroni post-hoc test, two-sided. Saline→PRAT: injection of saline into perirenal adipose tissue, RTX → PRAT: injection of resiniferatoxin into perirenal adipose tissue.

### Sensory nerves within PRAT maintain the high BP in SHRs

The results from acute, direct manipulation of DRG neurons suggest that PRATA improves the abnormally augmented DRG neuron function to sustain high BP. Blockade of BP-lowering effect of PRATA by a simultaneous T12 spinal cord mutilation further supports the essential role of sensory nerves in PRAT (Fig. 3e). To disrupt the connection between PRAT and DRG neurons, we next selectively damaged the sensory nerves in PRAT (PRATD) by injecting resiniferatoxin (RTX), a sensory nerve specific neurotoxin, into PRAT in SHRs and WKY rats (Supplementary Fig. 7a). RTX injection into PRAT led to an acute decrease in MAP in SHRs but not WKY rats (Fig. 3f), without affecting the afferent nerve activity of the kidneys (Supplementary Fig. 2e). This BP-lowering effect of PRATD lasted for more than 10 weeks in SHRs (Fig. 3g), but not in WKY rats (Supplementary Fig. 7b). Repeated injection of RTX in the same rats at 15 weeks and 24 weeks after the first dose of RTX decreased the recurrent high BP, and this effect lasted for additional 8–9 weeks (Fig. 3g). We also noted significant reduction of BP in high fat and high salt diet-induced hypertensive rats by PRATD (Fig. 3h, i), and a moderate reduction of BP in SHRs following RTX treatment of neighboring PaRAT that mainly received L2 DRG neuron projecting nerves (Supplementary Fig. 7c, d). Taken together, the presence of bilateral PRAT sensory nerves from the L1-L2 DRGs is required for the sustained BP elevation in SHRs.

### PRATA promotes changes of neuronal gene expression and remodeling

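Neurons of the L1-L2 dorsal root ganglia (DRGs) of spontaneously hypertensive rats (SHRs) were collected 4 weeks after surgical ablation of the perirenal adipose tissue (PRATA) or after a sham operation, with 3 samples per group. The ganglia were digested with collagenase and trypsin, and the neurons were separated from glial cells by their slower adhesion to the culture dish. The RNA was treated with DNase I, and fragments from ribosomal RNA were cleaved in the stranded libraries before paired-end sequencing. The authors aligned the reads with HISAT2, assembled transcripts with StringTie and compared FPKM values, while the deposited values are the raw counts of reads on each gene, without normalization. The paper's text does not name the tool that counted the reads. Total counts lay between 5892967 in sham replicate 2 and 15226952 in sham replicate 1, with a median of 12209863 after PRATA and 10693367 after the sham operation. At these depths, 3 counts correspond to between 0.197 and 0.509 counts scaled to a common library size (CPM), a floor that covers counting error only. Of 25689 genes, which the table lists by Ensembl identifier, name and gene type without a position, 14919 passed edgeR's filter on low counts and were tested. Counts were normalized by edgeR's TMM method, and PRATA was compared with sham by its quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over all genes tested. With 3 samples against 3, the smallest p that an exact permutation test can give is 0.10.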

To further explore the mechanism of PRATA regulating DRG neuron function and/or remodeling, we performed whole-transcriptomic analysis in isolated primary L1-L2 DRG neurons 4 weeks after PRATA. 

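At the thresholds drawn in Fig. 4b, an unadjusted p under 0.05 and an absolute log2 fold change over 1, edgeR placed 175 genes higher and 482 genes lower after PRATA than after the sham operation. No gene had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the smallest adjusted p was 0.156. An unadjusted p under 0.05 was found for 2734 genes, of which 1222 were higher and 1512 lower after PRATA. For 3402 genes (22.8%) the groups did not overlap, where chance separates 10% of genes in 3 samples against 3, and 495 of the 657 genes past the thresholds of Fig. 4b were among them. In counts simulated from the means and dispersions of these samples with no gene changed, 249 genes passed the thresholds of Fig. 4b and 0 passed the adjusted p in edgeR. The simulated genes varied independently, whereas genes in these samples moved together in part. Neither 249 genes nor 10% therefore bounds what correlated genes can give by chance.
Among 18 alternatives, limma voom with sample quality weights moved the counts at an adjusted p under 0.05 the most, to 447 genes higher and 726 lower. DESeq2 placed 182 genes higher and 438 lower at this adjusted p, and edgeR without sham replicate 2 placed 162 higher and 559 lower. With each sample left out in turn, between 55.6% and 73.2% of the 657 genes passed the thresholds of Fig. 4b again in the same direction, and of the 175 higher genes 76 did so without sham replicate 3 and 86 without PRATA replicate 1. Of the genes lower after PRATA, 91 had more than 3 times the level of every other sample in sham replicate 2, and 63 of these 91 are annotated as pseudogenes. With the replicate number as a block, 147 genes were higher and 372 lower at the thresholds of Fig. 4b, 477 of which also passed without the block, 1528 genes had an unadjusted p under 0.05, and the smallest adjusted p in edgeR was 0.461. The replicate numbers gave no sign of pairing the samples, since the deviations of same-numbered samples from their group means correlated across genes, which are not independent replicates, with a mean r of -0.25.
PRATA replicate 3 and sham replicate 1 differed from the other 4 samples in which copy of the 7SL RNA gene took the reads, a split that does not follow the operation. Within the other 4 samples, 2 per group, 421 genes were higher and 573 lower at the thresholds of Fig. 4b, with 9 and 4 at an adjusted p under 0.05, while the remaining pair has 1 sample of each group and could not be tested alone. Regrouping the samples into other sets of 3 and 3 that part the same-numbered samples gave at most 472 genes at the thresholds of Fig. 4b.
The gene with the highest log2 fold change past these thresholds, AABR07015078.2 (ENSRNOG00000059504), reached 8.68 (standard error 2.17). Its normalized level was 1224 and 2766 CPM in PRATA replicates 2 and 3 but 1.03 in PRATA replicate 1, which lay within the sham range of 0.850 to 6.40 CPM, and it did not reach an adjusted p under 0.05 (adjusted p = 0.159, edgeR). The gene with the lowest log2 fold change, the lincRNA AABR07043510.1 (ENSRNOG00000057214), at -4.56 (standard error 1.58, adjusted p = 0.213, edgeR), owed its sham mean to 31.2 CPM in sham replicate 2.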

We found that 133 genes were upregulated and 300 genes were downregulated after PRATA (Fig. 4a, b). 

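Lists of genes for the themes of Fig. 4c to f were written from general knowledge before the data were examined, and they are not the terms of a database. Each list was tested with limma's camera, which allows for the correlation between its genes, with Benjamini-Hochberg adjustment over the 8 theme lists, and by Fisher's exact test of its members among the genes past the thresholds of Fig. 4b, adjusted over 16 tests. The axon guidance list had a median log2 fold change of 0.25, with 67 of its 96 genes tested higher after PRATA. The neuron differentiation and nervous system development list had a median of 0.46, with 65 of 83 genes higher, and the cytoskeleton and microtubule-based process list a median of 0.47, with 81 of 98 genes higher. For each of these 3 lists, every PRATA sample had a higher list mean than every sham sample (exact permutation test, two-sided, p = 0.10), and camera gave an adjusted p of 0.197. Few of their members passed the thresholds of Fig. 4b, with 1 upward and 2 downward in the axon guidance list, 4 upward (Fisher's exact test, p = 0.0164, adjusted p = 0.0875) and 3 downward in the neuron differentiation list, and 1 upward and 0 downward in the cytoskeleton list. When the Benjamini-Hochberg adjustment covered a list alone, 0, 9 and 8 genes of these 3 lists were higher and 0, 2 and 0 lower with an adjusted p under 0.05, against 0 when it covered all genes tested.
Sox11 (ENSRNOG00000030034), a transcription factor gene of the neuron differentiation list, was at 27.8 ± 6.18 CPM (SD, n = 3) after PRATA and 9.88 ± 0.853 CPM (SD, n = 3) after the sham operation, a log2 fold change of 1.50 (standard error 0.22, adjusted p = 0.156, edgeR). Pou4f1 of the same list rose by 1.02 on the log2 scale, whereas Gdnf fell by 2.23. Plxna4 and Epha5 of the axon guidance list rose by 0.77 and 0.81, while Reln fell by 1.62. In the cytoskeleton list, Tuba4a and Tubb2a rose by 0.81 and 0.93, both below the fold change line of Fig. 4b. For each of these genes the groups did not overlap.
In the wound healing and response to wounding list, the median log2 fold change was -0.53, with 63 of 85 genes lower after PRATA. Every PRATA sample lay below every sham sample in the list mean (exact permutation test, two-sided, p = 0.10). Its groups came close, with list means of 5.373 log2 CPM in PRATA replicate 2 and 5.377 in sham replicate 2. Of its genes, 19 passed the thresholds of Fig. 4b downward (Fisher's exact test, which takes genes as independent, p = 1.98e-11, adjusted p = 1.58e-10), while camera gave an adjusted p of 0.197. Tgfa (ENSRNOG00000016182) was at 12.6 ± 2.21 CPM (SD, n = 3) after PRATA and 41.8 ± 6.61 CPM (SD, n = 3) after the sham operation, a log2 fold change of -1.72 (standard error 0.21, adjusted p = 0.156, edgeR), while Mmp3 fell by 3.59. In the same samples, a list of 23 fibroblast and connective tissue markers had a median of -0.48, with overlapping list means. The cell proliferation list had a median of -0.07, with 37 of 69 genes lower and 3 past the thresholds downward (camera adjusted p = 0.825), and changed sign with voom quality weights. The median of the apoptosis list was 0.04, with 33 of 72 genes lower and 5 past the thresholds downward (camera adjusted p = 0.902), and it too changed sign with voom quality weights. Among the members with the smallest p, the log2 fold change was -1.10 for Fosl1 and 0.93 for Mycn of the proliferation list, and -2.46 for Hmox1, -1.24 for Tnfrsf12a and -0.74 for Pdcd6 of the apoptosis list. For the wound healing, cell proliferation and apoptosis lists, another set of 3 and 3 samples that parts the same-numbered samples gave a median as far from 0.
Of the alternatives, presetting camera's correlation between genes to 0.01 gave the smallest camera p for each of these lists except apoptosis, with an unadjusted camera p of 1.12e-10 for the cytoskeleton list, beside the exact permutation p of its list mean, which stayed at the smallest value the design allows. With the replicate number as a block, the axon guidance median log2 fold change was 0.23, the neuron differentiation and nervous system development median log2 fold change 0.45, the cytoskeleton and microtubule-based process median log2 fold change 0.47, the wound healing and response to wounding median log2 fold change -0.54, the cell proliferation median log2 fold change -0.07 and the apoptosis and its regulation median log2 fold change 0.08, where same-numbered samples deviated with a mean r of -0.25 across genes. Within the 4 samples of the larger group by 7SL RNA copy, these medians were 0.25, 0.32, 0.34, -0.42, -0.04 and 0.06.

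**Figure D1:**
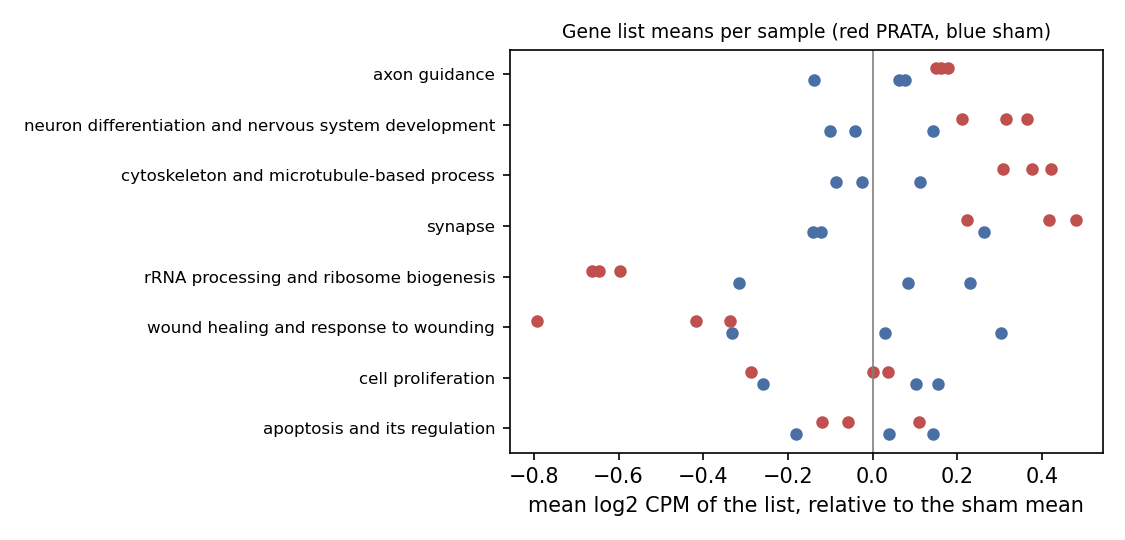
Mean log2 CPM of each theme list in each sample, relative to the mean of the sham samples, with PRATA samples in red and sham samples in blue. The PRATA samples sit above all 3 sham samples for the axon guidance, neuron differentiation and cytoskeleton lists. They sit below them for the wound healing and rRNA processing lists, and the groups overlap for the other 3 lists. For the wound healing list, PRATA replicate 2 and sham replicate 2 nearly coincide.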

Most upregulated genes were related to neuronal development and plasticity (Fig. 4c), whereas most downregulated genes were related to wound healing, cell proliferation and apoptosis (Fig. 4d). 

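Map2 (ENSRNOG00000011841) and Calca (ENSRNOG00000011130) were measured as TMM-normalized counts. Map2 was at 554 ± 67.9 CPM (SD, n = 3) after PRATA and 349 ± 63.9 CPM (SD, n = 3) after the sham operation, a log2 fold change of 0.67 (standard error 0.21, adjusted p = 0.192 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Calca was at 604 ± 88.1 CPM (SD, n = 3) after PRATA and 334 ± 95.5 CPM (SD, n = 3) after the sham operation, a log2 fold change of 0.85 (standard error 0.25, adjusted p = 0.175 from the same edgeR test). For both genes every PRATA sample lay above every sham sample (exact permutation test, two-sided, p = 0.10, the smallest p that 3 samples against 3 allow). Neither gene passed the fold change line of Fig. 4b. The alternative that moved Calca most was leaving out sham replicate 2, with a log2 fold change of 1.11 (edgeR adjusted p = 0.0380), and over its 18 alternatives the log2 fold change lay between 0.64 and 1.11 and the adjusted p between 0.0314 and 0.550. For Map2 the 18 alternatives gave log2 fold changes from 0.54 to 0.83 and adjusted p from 0.0360 to 0.557. DESeq2 for Calca (0.0314) and limma voom with sample quality weights for both genes (0.0339 for Calca and 0.0360 for Map2) brought the adjusted p under 0.05.
With the replicate number as a block, the log2 fold change of Map2 was 0.67 (edgeR adjusted p = 0.486) and that of Calca 0.88 (edgeR adjusted p = 0.462), where the deviations of same-numbered samples correlated with a mean r of -0.25 across genes. Among the 4 samples of the larger group by 7SL RNA copy, the log2 fold change was 0.63 for Map2 (edgeR adjusted p = 0.397) and 0.64 for Calca (edgeR adjusted p = 0.425). After each sample's mean log2 CPM of 26 sensory neuron marker genes was subtracted, the log2 difference between the groups was 0.34 for Calca, with every PRATA sample still above every sham sample, and 0.13 for Map2, with overlapping groups.

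**Figure D2:**
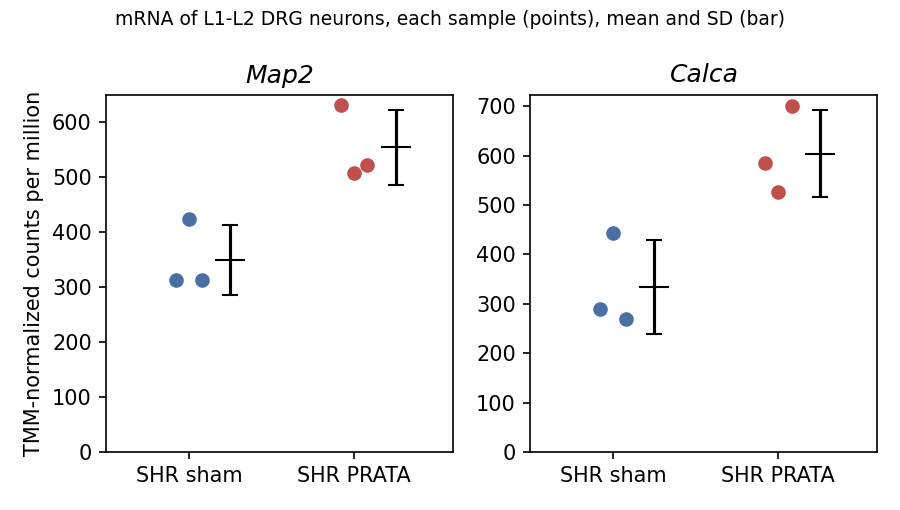
TMM-normalized CPM of Map2 and Calca in each of the 3 sham and 3 PRATA samples (points), with the mean and SD of each group (bar). The PRATA samples lie between 508 and 632 CPM for Map2 and between 527 and 700 CPM for Calca, above all sham samples.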

Notably, the upregulated genes include *MAP2* (microtubule associated protein 2, a well-known molecular marker for dendrite formation) and *CALCA* (calcitonin gene-related peptide, also abbreviated as CGRP, a major neuromodulator in sensory nerves^21^). Moreover, functional enrichment of up/downregulated genes between sham-operated and post-PRATA SHRs further showed that up-regulated genes mainly involved in neuron activities, while the downregulated genes enriched for RNA activities (Fig. 4e, f).

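For neuron activities, a synapse list of 99 genes tested had a median log2 fold change of 0.47, with 84 genes higher after PRATA. Its list mean overlapped between the groups (exact permutation test, two-sided, p = 0.20), camera gave an adjusted p of 0.232, and 1 of its genes passed the thresholds of Fig. 4b upward and 2 downward. Another set of 3 and 3 samples that parts the same-numbered samples gave a median farther from 0 for this list. Stx1a (ENSRNOG00000029165) was at 47.1 ± 2.93 CPM (SD, n = 3) after PRATA and 28.3 ± 4.72 CPM (SD, n = 3) after the sham operation, a log2 fold change of 0.74 (standard error 0.18, adjusted p = 0.158, edgeR). Cacna1e rose by 0.99 on the log2 scale, and Grin2a, which averaged 0.966 CPM after PRATA, fell by 2.22.
For RNA activities, the list of rRNA processing and ribosome biogenesis genes had a median log2 fold change of -0.70, with 145 of 154 genes lower after PRATA. Every PRATA sample had a lower list mean than every sham sample (exact permutation test, two-sided, p = 0.10). Of these genes, 32 passed the thresholds of Fig. 4b downward and 0 upward (Fisher's exact test for the downward genes, p = 2.24e-17, adjusted p = 3.59e-16), and 96 were lower with an adjusted p under 0.05 when the adjustment covered the list alone. The genes of this list moved together, with an estimated correlation between genes of 0.494, and camera, which allows for it, gave an adjusted p of 0.197. Nol8 (ENSRNOG00000045569) was at 15.5 ± 2.08 CPM (SD, n = 3) after PRATA and 51.2 ± 11.1 CPM (SD, n = 3) after the sham operation, a log2 fold change of -1.72 (standard error 0.21, adjusted p = 0.156, edgeR), and that of Ddx18 was -1.32 and of Mrto4 -0.99. With the replicate number as a block, the synapse median log2 fold change was 0.48 and the rRNA processing and ribosome biogenesis median log2 fold change was -0.68, where same-numbered samples deviated with a mean r of -0.25 across genes. In the 4 samples of the larger group by 7SL RNA copy the medians of the synapse and rRNA processing lists were 0.35 and -0.73. From the higher expression of neuron development and plasticity genes, together with its histology, the paper concludes in its discussion that DRG neurons recover by themselves after PRATA, and it takes this to explain why the lowering of blood pressure is not permanent.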

**Fig. 4:**
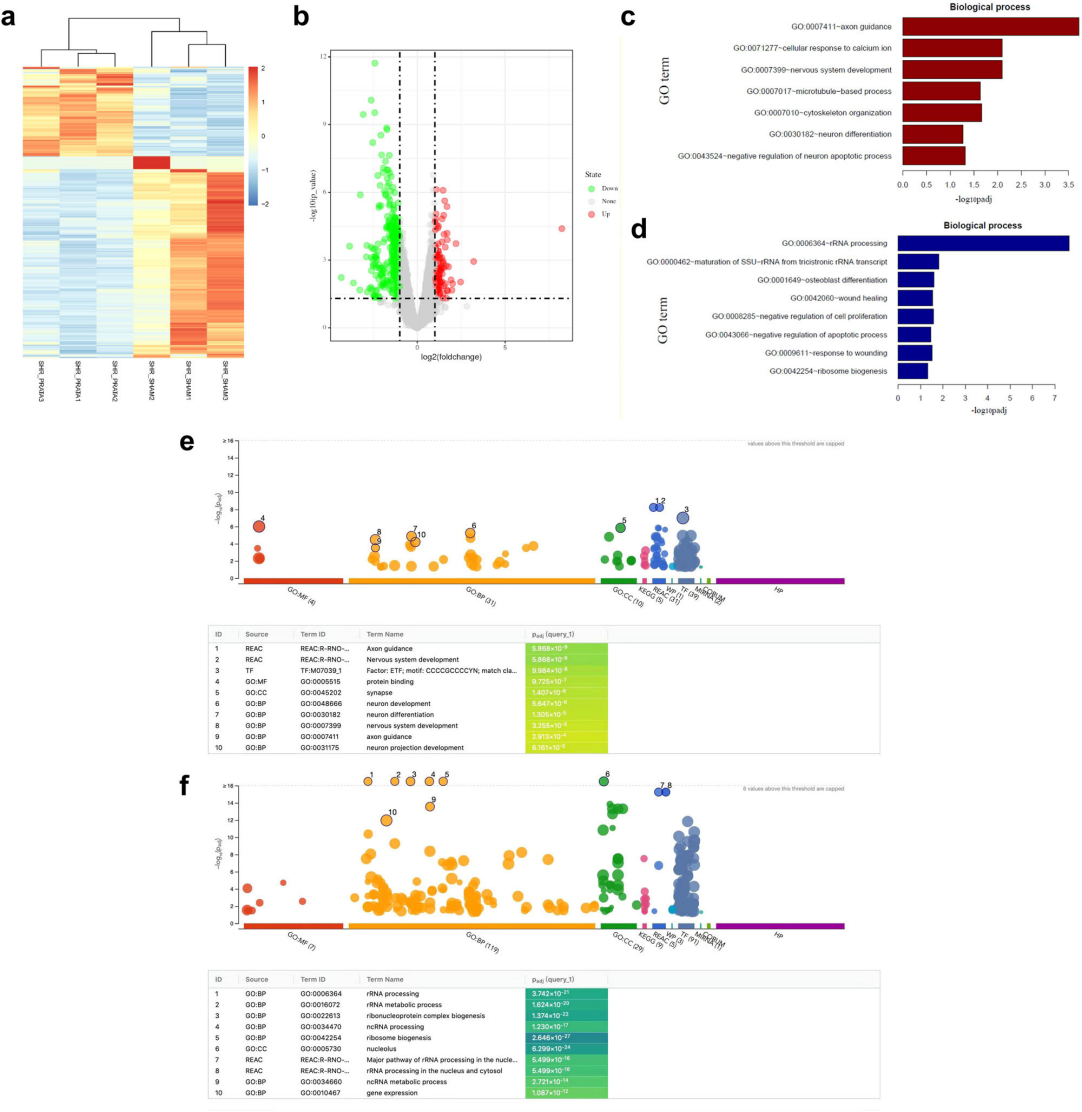
Whole-transcriptome sequencing of isolated L1-L2 DRG neurons in SHRs. **a**, **b** Differential gene expression in L1-L2 DRG neurons 4 weeks post PRATA. Hierarchical cluster and volcano analysis of 433 genes expressed differentially between sham and PRATA groups. The expression levels are indicated by the increased gradient of dark blue to light blue to red intensity. **c**, **d** GO enrichment analysis shows most of those upregulated genes are associated with neuron plasticity and development, and those downregulated genes are prone to RNA processing and would healing. **e**, **f** Test of differential expressed gene abundances using g:Profile showed that up-regulated genes mainly involved in neuron activities, while the downregulated genes enriched for RNA activities in post-PRATA SHRs compared with sham-operated SHRs.

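The samples were clustered by Euclidean distance of log2 CPM. Over all 14919 genes tested, complete linkage joined PRATA replicate 3 with sham replicate 1 and set them apart from the other 4 samples, which left 3 of the 6 samples on the side of the other group. Average linkage, and complete linkage over the 500 most variable genes, gave the same grouping. The mean distance was 85.7 between PRATA samples, 100.1 between sham samples and 99.5 between samples of different groups. Over the 657 genes past the thresholds of Fig. 4b, which were chosen for their difference between the groups, complete linkage separated PRATA from sham. The first principal component over all genes tested held 32.1% of the variance and ran from -41.5 in PRATA replicate 1 to 64.0 in sham replicate 1, with the groups overlapping. On the second, with 27.2% of the variance, the PRATA samples lay between 13.5 and 45.7 and the sham samples between -54.0 and -1.71.

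**Figure D3:**
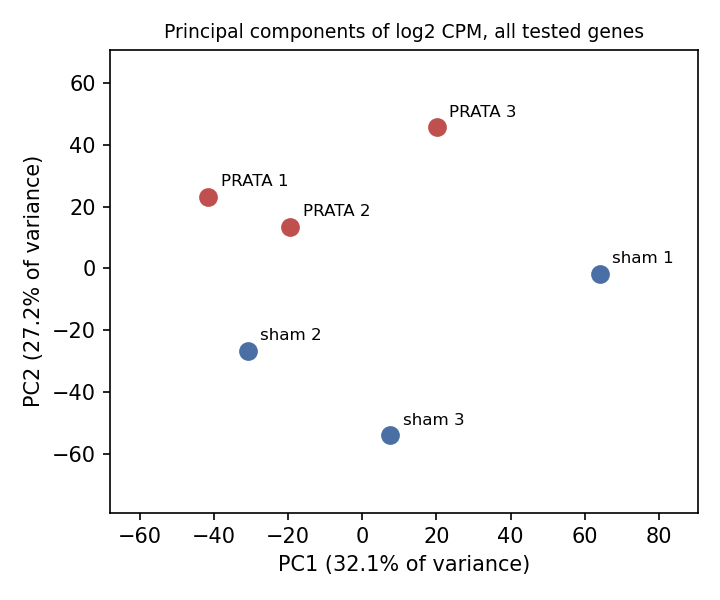
First and second principal components of log2 CPM over all genes tested, with 1 point per sample, PRATA in red and sham in blue. The groups overlap on the first component and separate on the second.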

We then analyzed the status of axons and dendritic shape at L1-L2 DRGs using immunostaining with MAP2 and SMI-312 (a pan-axonal neurofilament marker monoclonal antibody). In contrast to the increased MAP2 mRNA level, MAP2 protein and mean size of neurons from L1-L2 DRG neurons remained lower and smaller than those before PRATA in SHRs at 4 weeks after PRATA, but these changes were reversed at 12 weeks after PRATA (Fig. 5). We further analyzed the ultrastructure of L1 DRG neurons and found that the number and size of microtubules were decreased after PRATA in SHRs (Supplementary Fig. 8). Collectively, these data suggest that PRATA changes the dendritic structure and function of DRG neurons, whereas recovery of dendritic shape of DRG neurons possibly terminates the BP-lowering effects of PRATA.

**Fig. 5:**
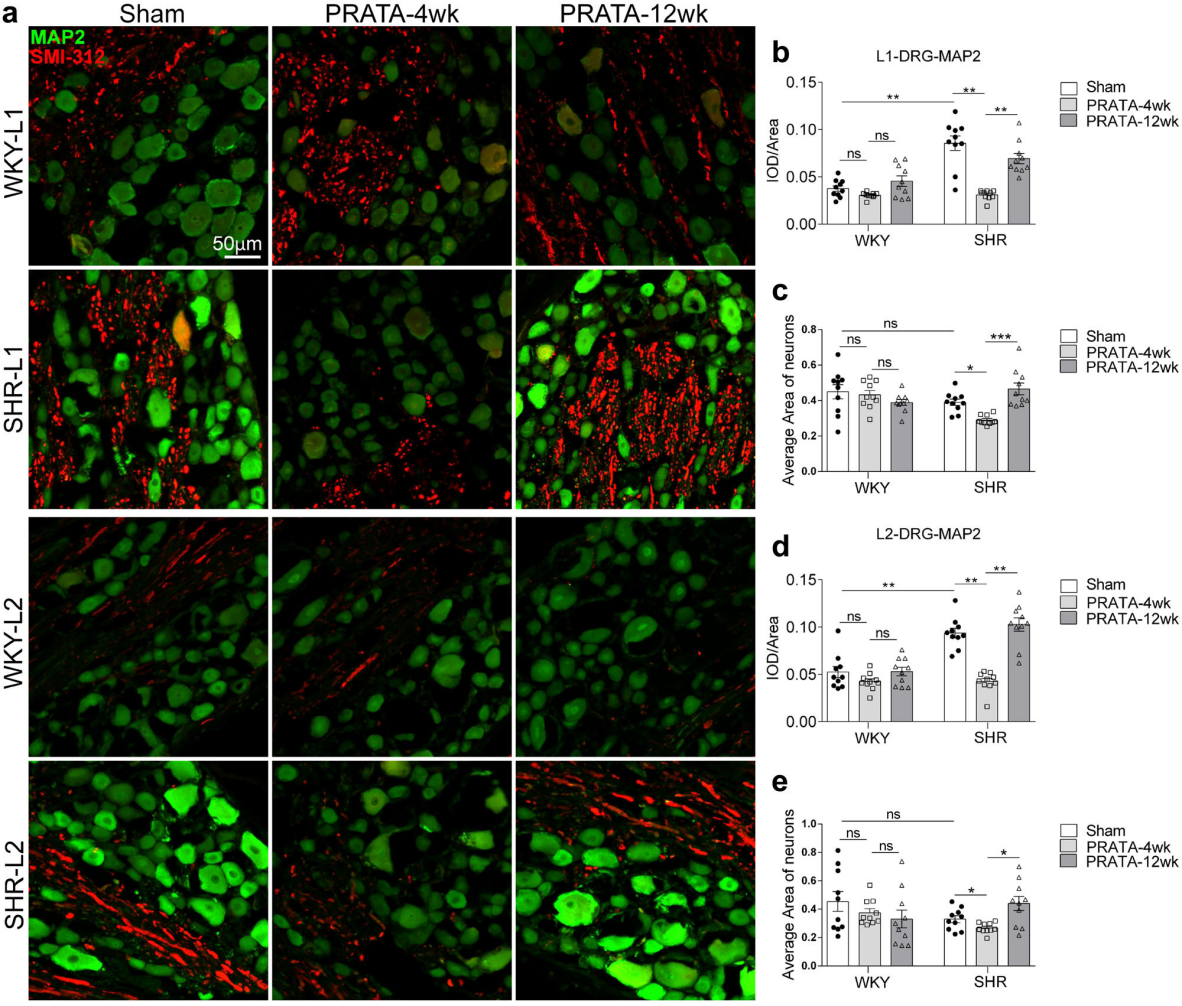
PRATA promotes L1-L2 DRG neuron remodeling. **a**–**e** Imaging of central and peripheral axons by immunostaining of MAP2 and SMI-312 in L1-L2 DRG (**a**), scale bar = 50 μm; and quantification (**b**–**e**). *n* = 10 per group, Data are mean ± SEM. Non-significant (ns) *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001. ANOVA, Bonferroni post-hoc test, two-sided.

### CGRP acts as a key factor mediating PRATA induced BP-lowering effects

As mentioned above, CGRP-encoding gene *Calca* was upregulated in post-PRATA DRG neurons. 

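Calcb (ENSRNOG00000011074), the paralog of Calca that encodes a second form of CGRP, was at 94.8 ± 15.0 CPM (SD, n = 3) after PRATA and 58.8 ± 11.4 CPM (SD, n = 3) after the sham operation. Its log2 fold change was 0.69 (standard error 0.20, adjusted p = 0.175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every PRATA sample above every sham sample (exact permutation test, two-sided, p = 0.10). Over 18 alternatives its log2 fold change lay between 0.47 and 0.85 and its adjusted p between 0.0407 and 0.551. With the replicate number as a block, the log2 fold change of Calcb was 0.70 (edgeR adjusted p = 0.462), where same-numbered samples deviated with a mean r of -0.25 across genes. Counts per gene do not separate the calcitonin and CGRP transcripts of Calca, and how reads shared between Calca and Calcb were assigned is not stated in the paper's text.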

Synthesized mainly by DRG neurons, CGRP acts as a potent vasodilator after being secreted by sensory nerve terminals^22–24^. To address whether CGRP acts as a key factor mediating the decrease of BP, we measured the levels of CGRP in serum, DRG, spinal cord and mesenteric artery after PRATA. Our results showed that SHRs had a reduced level of CGRP at spinal cord at L1-L2, but not L3 (Supplementary Fig. 9a–f). PRATA restored the CGRP level at 4 weeks after the procedure, which declined to basal level by 12 weeks after PRATA (Supplementary Fig. 9a–f). A parallel change was also noted in the serum and mesenteric arteries after PRATA (Fig. 6a, b; Supplementary Fig. 10). Notably, the number of CGRP positive neurons in L1-L2 DRGs was not affected by PRATA (Supplementary Fig. 11a–d), while there was an increase in CGRP mRNA expression (Fig. 6c) and the number of CGRP (+) ARC (+) neurons (Supplementary Fig. 11e–h) at 4 weeks after PRATA, which was consistent with the increased release of CGRP in L1-L2 DRGs. Furthermore, we showed that a CGRP antagonist, CGRP8-37, increased the MAP of WKY rats and partially reversed the BP-lowering effect of PRATA in SHRs, while withdrawal of CGRP8-37 restored the effect of PRATA (Fig. 6d, e). These results support that a decreased level of CGRP is required for sustaining high BP in SHRs.

**Fig. 6:**
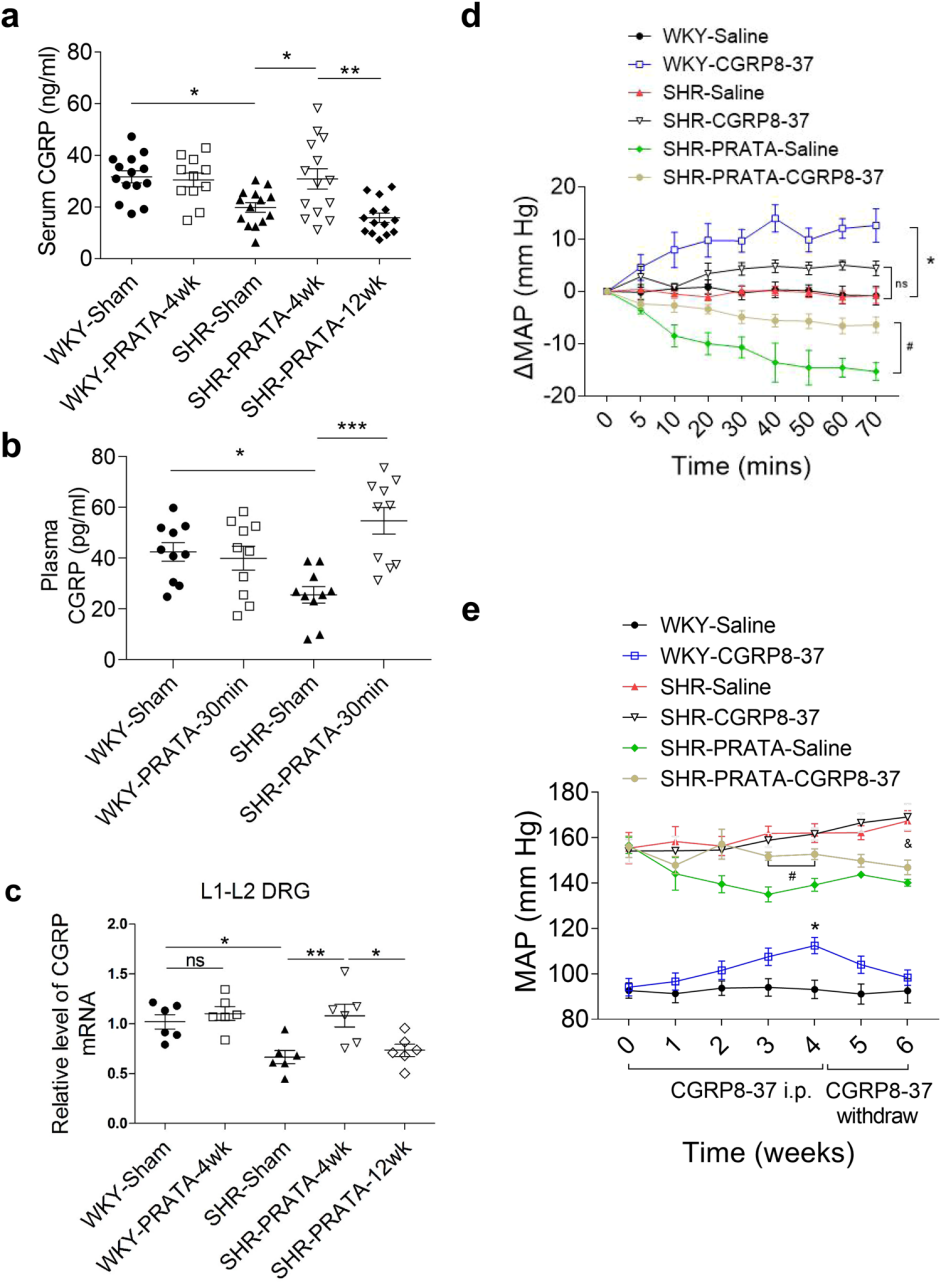
CGRP as a mediator for BP-lowering effects of PRATA. **a**, **b** Serum or plasma levels of CGRP assessed by ELISA post PRATA in chronic (**a**) or acute (**b**) experiments. *n* = 11 for WKY-PRATA-4wk group, *n* = 14 for other groups in (**a**). *n* = 10 per group in (**b**); Data are mean ± SEM. *P* > 0.05 non-significant (ns), *P < 0.05, **P < 0.01, ***P < 0.001. ANOVA, Bonferroni post-hoc test, two-sided. **c** mRNA levels of CGRP assessed by qPCR in L1 and L2 DRGs post PRATA, *n* = 6 per group; Data are mean ± SEM, *P* > 0.05 non-significant (ns), *P < 0.05, **P < 0.01. ANOVA, Bonferroni post-hoc test, two-sided. **d** Changes of the intracarotid arterial MAP post PRATA combined with CGRP8-37 (1 mg/kg) treatment, *n* = 5 for WKY-Saline, WKY-CGRP8-37, SHR-PRATA-Saline groups, *n* = 6 for SHR-Saline, SHR-CGRP8-37, SHR-PRATA-CGRP8-37 groups; Data are mean ± SEM. *P < 0.05, WKY-Saline vs. WKY-CGRP8-37; ^#^*P* < 0.05, SHR-PRATA-Saline vs. SHR-PRATA-CGRP8-37; *P* > 0.05 non-significant (ns), SHR-Saline vs. SHR-CGRP8-37. ANOVA, Bonferroni post-hoc test, two-sided. **e** Weekly measurement of tail arterial BP post PRATA combined with CGRP8-37 (10 μg/kg/d) treatment, n = 8 for WKY-CGRP8-37 group, n = 7 for other groups; Data are mean ± SEM. *P < 0.05, WKY-Saline vs. WKY-CGRP8-37; ^#^*P* < 0.05, SHR-PRATA-Saline vs. SHR-PRATA-CGRP8-37; ^&^*P* < 0.05, SHR-Saline vs. SHR-PRATA-CGRP8-37. ANOVA, Bonferroni post-hoc test, two-sided.

## Discussion

It is known that enhanced sympathetic neural activation is more closely associated with the level of abdominal visceral fat than total fat mass or subcutaneous fat deposition in human individuals with obesity^25^. Indeed, direct activation of sensory nerves within white adipose tissue has identified that adipose sensory nerve mediated afferent reflex increases the sympathetic outflow and promotes short-term high BP in obese rats. However, whether visceral adipose tissue is involved in primary hypertension remains unknown. In this study, we provide direct evidence supporting PRAT as a pathological homeostatic control site for BP control, which sustains the high BP via a neuronal afferent circuit involving CGRP, albeit not affecting normal BP. Our data demonstrate that PRAT, not other fat pads such as inguinal, pararenal or epididymal adipose tissue, is associated with the maintenance of high BP in essential hypertension.

Neurogenic dysregulation, particularly elevated sympathetic output and altered baroreflex sensitivity, is part of mechanism underlying essential hypertension^4–6,26,27^. However, changes of these neuronal activity are also involved in physiological regulation of BP, which may lead to hypotension. The sensory nerves with peripheral tissues in BP regulation are not fully understood. Among the sensory nerves, TRPV1(+) neurons are of great interest. TPRV1 is traditionally recognized as a nociceptive ion channel that is activated by exogenous physical stimuli (temperature>43 degrees Celsius, acidic conditions, etc.) These neurons could also be activated by endogenous metabolites (linoleic acids metabolites, arachidonic acid metabolites, endocannabinoid, etc.) and agonists from natural sources (capsaicin, RTX, etc.) Systemic destruction of sensory nerves by high dose of capsaicin in newborn rats indicates that sensory nerves dysfunction impairs renal function and leads to salt-sensitive high BP^28,29^. In contrast to the non-specific denervation of sensory nerves, our results of PRAT denervation by repeated RTX treatments leading to sustained reduction of high BP support a specific role of PRAT sensory nerves in the maintenance of high BP in SHRs. Previous studies have demonstrated that sensory renal nerves do not contribute to the development and maintenance of hypertension in SHRs^30,31^. In contrast to the role of sensory renal nerves, we found that the main corresponding sensory neurons of PRAT on hypertension are located at L1-L2 DRGs which is different from those of kidney at T9-T13^32^. Our data suggest that the effect of PRAT sensory nerves on adult high BP is not through the kidney, even though PRAT surrounds the kidney. Whether PRAT is involved in the development of hypertension in SHRs needs further investigation.

We uncover functional and structural changes of DRG neurons which project sensory nerves to PRAT as the functional base of sensory nerve mediated high BP control. Gain-of-function study with capsaicin or loss-of-function study with DREADD and spinal cord mutilation allowed us to identify that L1-L2 DRG neurons independently regulate high BP. Similar BP-lowering effect of PRATA, PRATD or direct chemogenetic DRG manipulation indicates that nerve terminal disruption is sufficient to induce the loss-of-function of DRG neurons, leading to decreased high BP. However, whole-transcriptome sequencing and histology analysis of L1-L2 DRGs demonstrate a powerful self-recovery capacity of DRG neurons after PRATA/PRATD, characterized by the increased expression of neuron development and plasticity genes after PRATA. These data explain the non-permanent BP-lowering effect of PRATA, as PRATA knockdown of DRG neuron function is reversible. Nonetheless, our findings indicate that BP-lowering effect of PRATA has a desirable long-lasting consequence, though not permanent.

Although various previous studies showed that plasma concentration of CGRP could be reduced, unchanged or increased in patients with hypertension^33–35^, previous studies have reported that deletion of CGRP gene disables endogenous anti-hypertensive mechanism, thus considering CGRP as an effective BP-lowering agent^36–38^. Likewise, decreased neuronal and serum levels of CGRP was also discovered in SHRs^39^. Thus we proposed a causative or compensatory role of CGRP in hypertension. In this study, whole-transcriptome sequencing of L1-L2 DRG neurons shows that CGRP can directly regulate vascular dilatation and BP. Our study reveals that PRATA leads to long-term reduction of high BP, at least partly through increasing CGRP production by L1-L2 DRG neurons. We propose that two possible factors may contribute to the increase of circulating level of CGRP in acute and chronic BP-lowering effect. In acute effect, injury and partial degeneration of sensory nerve axons after PRATA may facilitate the leakage of CGRP. In chronic effect, PRATA/PRATD upregulates CGRP expression in L1-L2 DRG neurons, which results in the increased circulating level of CGRP. Despite this, remodeling of DRG neurons after surgical ablation reverses this beneficial remodeling process and decreases CGRP expression and release, resulting in restoration of high BP. In this way, our data support that (i) serum CGRP may be a potential biomarker for noninvasively monitoring the effect of PRATA; (ii) PRAT sensory neurons may be a potential therapeutic target for reducing high BP in clinic; and (iii) plasma CGRP may be a candidate marker to evaluate this potential therapeutic strategy.

Different from most previous studies that have focused on the sympathetic part of neural regulation of high BP control^5,6,40^, our work addresses the nociception sensory part including sensory nerves and DRG neurons, and demonstrates a previously unrecognized role of sensory nerves of DRG neurons in maintaining high BP. Importantly, we demonstrate that PRATA does not affect lifespan and shows no effect on normal BP in animals, which is consistent with the absence of major side effects after PRAT excision in normotensive patients who receive a radical nephrectomy^41,42^.

Thus, our study thereby provides a rationale for the use of PRATA or selective PRATD to control clinical essential hypertension, especially for patients who have reduced plasma CGRP or are resistant to conventional BP-lowing medicines (Fig. 7).

**Fig. 7:**
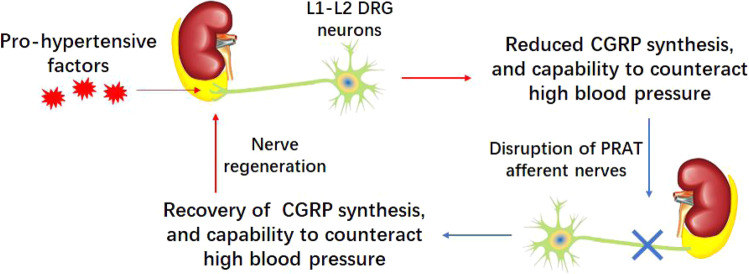
Schematic illustration of this study. PRAT afferent nerves serve as a pathological node of hypertension that sustains high BP via suppressing CGRP, thereby being a potential therapeutic target to tackle primary hypertension.

## Methods

### Animals and ethics statement

Spontaneously hypertensive rats (SHR), Wistar-Kyoto rats (WKY) (12 weeks old, weighing about 250 g) and Sprague-Dawley (SD) rats (6 or 9 weeks old, weighing about 170 g or 310 g) were purchased from Vital River Biological Co., Ltd (Beijing, China). All animal experiments were approved by the Experimental Animal Care and Use Committee of Nanjing Medical University and performed in accordance with the Guide for the Care and Use of Laboratory Animals (NIH publication No. 85–23, revised 1996). Animals were housed under regular 12 h dark: light cycles and given standard food and water.

High fat diets (HFD) experiments were performed as described previously^18^. Specifically, SD rats (9 weeks old, weighing 300–320 g) were randomly assigned to receive a control chow (Ctrl) diet (12% kcal as fat) or HFD (42% kcal as fat) for 12 weeks. Rats with greater weight gains were defined as obese rats. Rats with systolic blood pressure (SBP) ≥ 150 mm Hg were referred to as hypertension.

High salt diets (HSD) experiments were performed as described previously^43^. Specifically, SD rats (6 weeks old, weighing 160–180 g) were randomly assigned to receive a control chow (Ctrl) diet (0.4% salt) or HSD (8% salt) for 8 weeks. Rats with SBP ≥ 150 mm Hg were referred to as hypertension.

### Blood pressure measurement

For acute BP measurement, rat was anesthetized by isoflurane and consistently ventilated with the rodent ventilator (Harvard Apparatus, MA, USA). The right carotid artery was isolated, and a polyethylene tube (PE50) was cannulated as previously described^44–47^. A PowerLab data acquisition system (ABP, AD Instruments, Sydney, Australia) was applied for continuous recording of mean arterial blood pressure (MAP).

Implanted radiotelemetry was used in chronic BP measurement for <12 weeks. The rat was anesthetized by isoflurane and consistently ventilated with the rodent ventilator (Harvard Apparatus, MA, USA). The abdominal aorta was isolated, and the catheter for DSI radiotelemetry was cannulated. A DSI data acquisition system was applied for continuous recording of mean arterial blood pressure (MAP).

For weekly monitoring of tail artery BP, SBP, diastolic blood pressure (DBP) and mean artery pressure (MAP) of tail artery were measured between 9:00 AM and 12:00 AM in conscious rats using a noninvasive computerized tail-cuff system (Kent Scientific Corporation, CT, USA). Daily BP measurements were performed for at least 1 week before experiments in order to minimize stress-induced tail artery BP fluctuations. Rats were warmed for 10–20 min at 28 °C before the measurements to allow for detection of tail arterial pulsations and to achieve a steady pulse. Tail artery BP was obtained by averaging 8–12 measurements as described previously^48^. To ensure the reliability of BP values by tail-cuff methods, we also compared the value between tail-cuff and radiotelemery methods in same rats at same points, and our data showed good consistency between these two methods (Supplementary Fig. 3a).

### Peripheral blood samples

For rat peripheral blood samples, periorbital puncture was performed with the 3.5% isoflurane-anesthetized rats resting on its left side. The eye was made to protrude by distending the facial skin with the thumb and index finger at the same time occluding the jugular vein. A haematocrit tube (BD Biosciences, CA, USA) was pushed while being gently rotated through the conjunctiva medially into the ocular cavity of the right eye. When blood rose in the tube, the jugular occlusion was terminated and the haematocrit tube removed. The eyelids were closed and gentle pressure applied for at least 10 s to minimize retro-orbital haemorrhage.

Blood samples were immediately fractionated, aliquoted into EP tubes (0.5 mL), and stored at −80 °C for examination. The plasma CGRP levels were determined by a commercially available ELISA kit (CEA876Hu. Cloud-Clone Corp., Wuhan, China) according to the manufacturer’s instructions.

### Perirenal adipose tissue ablation (PRATA)

Rats were anesthetized with isoflurane (3.5% for induction, 2.5% maintenance). An abdomen midline incision was made. And then the kidneys were exposed. The small artery suppling perirenal adipose tissue was clamped with vascular forceps to avoid bleeding. Then, bilateral perirenal adipose tissues away from the adrenal gland were carefully removed using an ophthalmic scissor. The pararenal, epididymal and inguinal adipose tissue ablation was made bilaterally similar to perirenal adipose tissue ablation procedure. After removal of adipose tissue, the viscera were then positioned back.

### Nerve activity recording

Renal sympathetic nerve activity (RSNA) was recorded for the dynamic changes of sympathetic outflow as previously reported^49,50^. Left RSN was isolated with the aid of an operating microscope. The renal nerve was cut distally to eliminate its afferent activity for RSNA recording, or proximally to eliminate its efferent activity for renal afferent nerve activity recording. Nerve was placed on a pair of silver electrodes and immersed in mineral oil. RSNA was amplified using an AC/DC differential amplifier (A-M System Inc., WA, USA) with a low-frequency cut-off at 60 Hz and a high-frequency cut-off at 3000 Hz. The amplified and filtered signals were integrated at the time constant of 100 ms and recorded by the PowerLab data acquisition system (AD Instruments, Sydney, Australia). The percentage change in integrated RSNA from the baseline value was calculated after PRATA. For cervical vagus nerve activity (CVNA) recording, a neck midline incision was made, and the left cervical vagus nerve was isolated for recording CVNA.

### Laser speckle contrast imaging

Local blood flow was measured using the Moor FLPI Full-field Laser Perfusion Imager (MoorFLPI, UK). The distance between laser head and tissues was 20–30 cm. Local blood flow values of 5 min before PRATA were measured and set as baseline, then the local blood flow values after PRATA were obtained every 10 min until 60 min as previously described^51^.

### Angiotensin II treatment

Male WKY rats weighing 250 g were infused with 200 ng/kg/min Ang II (Sigma, USA) via osmotic minipumps (ALZET model 2006, CA, USA) for 6 weeks. At the 2nd week after Ang II treatment, rats were divided into three groups receiving sham surgery, PRATA and pararenal adipose tissue ablation treatment. Then weekly BP measurement was performed for 4 weeks.

### Labeling of afferent nerves projecting into adipose tissues

For labeling of neuron soma that project into adipose tissue, male SHRs were anesthetized with isoflurane, then an incision was made on the abdominal midline to expose the abdominal cavity. Viscera that obstructed the perirenal and pararenal fat pad were reflected to expose the retroperitoneal space. DiI (1,1′-dioctadecy1–3,3,3′,3′-tetramethylindocarbocyanine perchlorate) or DiO (3,3′-dioctadecyloxacarbocyanine perchlorate) was diluted into 1 mmol/L with dimethyl sulfoxide. Approximately 50 μL per side of DiI was injected into perirenal adipose tissue bilaterally using a 25-gauge needle (5.0 μL per site, 10 sites for each side). The same dose of DiO was bilaterally injected into pararenal adipose tissue. The fat pads were inspected for any leakage to surrounding internal organs, and rinsed with sterile 0.9% saline. The viscera were then repositioned back. The abdominal muscles and skin were closed with sutures.

For labeling of neural fibers inside adipose tissues, slides of paraffin-embedded adipose tissues were processed for immunofluorescence staining. After dewaxing and hydration, the tissue slides were rinsed with PBS and blocked for 1 h with 2.5% bovine serum albumin. Adipose tissue slides were incubated with pan-axonal antibodies (SMI-312, BioLegend, CA, USA) and rabbit anti-CGRP (1:100; #14959, CST, MA, USA) for 24 h. After incubation with the primary antibody, the tissue slides were rinsed with PBS and incubated with Alexa Flour 488-conjugated anti-rabbit secondary antibody (Jackson Immunoresearch, PA, USA; at a dilution of 1:200) and Cy3-conjugated anti-mouse species secondary antibody (Jackson Immunoresearch; at a dilution of 1:200; for SMI-312) for 1 h. Then, the tissue slides were rinsed with PBS and incubated in FluoroGold with DAPI (Invitrogen) and images were captured.

### Dorsal root ganglia (DRG) injection

The bilaterally direct DRG injections were performed as previously described^52^. For right-side DRG injection, rats were placed in a prone position under isoflurane anesthesia. An ~4 cm longitudinal incision was made in skin just to the right of the dorsal midline starting from the costovertebral angle. After incising the superficial muscular fascia, paraspinal muscles were separated by a combination of sharp and blunt dissection, then exposing the lateral aspect of the thirteenth thoracic (T13) to third lumbar (L3) vertebrae and the dorsal aspect of the medial portion of their transverse processes. Before injection, foramen was slightly enlarged in a cephalad direction using rongeur to remove a 1 mm-deep crescent of laminar bone, exposing the distal third of the DRG. After exposing the DRG, a volume of 1 μL of capsaicin or AAV-EF1a-DIO-hM4Di-mCherry (9 × 10^9^ infectious units/μL) was slowly injected into the DRG using a 1 μL micro-syringe. When injection was completed, the needle was held on the DRG for 5 min to prevent leakage.

### Perirenal fat denervation by resiniferatoxin (RTX)

Resiniferatoxin (RTX, Sigma, MO, USA) was dissolved and stocked in absolute ethanol. RTX stock solution was diluted into a final concentration of 20.0 pmol/μL with the volume ratio (1% of the stock solution, 1% of Tween 80, and 98% of saline) before injection^18^. According to PRATA procedure, RTX or vehicle was bilaterally equably injected into perirenal or pararenal fat (for acute experiment: 8 μL per site, 4 sites for each fat pad; for chronic experiment: 1 μL per site, 5 sites for each fat pad) after kidney was exposed^18^.

### Tissue processing and immunofluorescence staining

Six groups of rats, including SHR sham (*n* = 10), SHR 4 weeks and 12 weeks post PRATA (*n* = 10 for each group) and WKY sham (*n* = 10), WKY 4 weeks and 12 weeks post PRATA (*n* = 10 for each group), were anesthetized with isoflurane and transcardially perfused with phosphate buffered saline (PBS) followed by 4% paraformaldehyde in PBS. The sections of spinal cord from thoracic (T) spinal cord level 13 (T13) and lumbar (L) spinal cord level 1 to 3 (L1-L3) were collected for cryostat sections (20 μm). The L1 and L2 DRGs were removed and processed for cryostat sections (10 μm). Samples were immunostained with primary polyclonal chicken anti-MAP2 (1:4000, NB300-213, Novus biological, CO, USA); monoclonal mouse anti-SMI312 (1:3000; #837904, Biolegend, CA, USA); polyclonal rabbit anti-NeuN (1:100; ab177487, abcam, MA, USA); rabbit anti-CGRP (1:100; #14959, CST, MA, USA); monoclonal mouse anti-c-Fos (1:100; ab208942, abcam, MA, USA); and rabbit anti-TRPV1 (1:100; ACC-030, alomone labs, Israel). For detection of primary antibodies, appropriate secondary antibodies, coupled to Alexa Flour 488 or Alexa Flour 594 (all from Jackson, PA, USA), were used. Specimens were examined with a confocal laser-scanning microscope (LSM710; Carl Zeiss Microimaging). The intensity of fluorescence per area was calculated by Image Pro plus 6.0 software (Media Cybernetics, MD, USA).

### Isolation of primary DRG neurons

SHRs were sacrificed with CO_2_ 4 weeks post PRAT ablation or surgery, and the fur was sprayed with 70% ethanol to prevent contamination. Bilateral DRG roots from L1 to L2 were harvested, and placed in 4 °C DMEM, then the nerve roots were trimmed. The DRGs were subjected to type I collagenase (3 mg/ml) treatment for 30 min at 37 °C, followed by 0.25% trypsin-EDTA for 40 min at 37 °C. The enzymatic reaction was stopped by DMEM containing 10% fetal bovine serum. Cells were passed through a 40 μm cell strainer, and were spun at 1200 rpm for 5 min. The supernatant was removed, and fresh growth medium was added. Then cells were plated on poly-D-lysine (0.1 mg/ml) treated culture dishes. Because of the difference in adhesion speed between DRGs and glial cells, after 5 h culture in incubator, we can flush the DRGs down. Then the DRGs were spun at 700 rpm for 5 min, the supernatant was removed, and Trizol (Invitrogen, USA) was added to suspend cells.

### Library construction and whole-transcriptome sequencing

Total RNA was extracted from DRG neurons using TRIzol (Invitrogen, USA) according to manufacturer’s instructions, followed by DNase I treatment to remove DNA contamination. Subsequently, total RNA was assessed by electrophoresis on a denaturing agarose gel and quantified by NanoDrop spectrophotometer (NanoDrop, USA).

For library preparation and RNA sequencing, 6 nanograms of RNA were used as input material and libraries were prepared by with the SMARTer Stranded Total RNA-Seq Kit (Takara Bio USA, Mountain View, CA, USA). In brief, samples were fragmented at 94 °C for 4 min prior to first-strand synthesis. Illumina adaptors and indexes were added to single-stranded cDNA via five cycles of PCR. Libraries were hybridized to R-probes for fragments originating from ribosomal RNA to be cleaved by ZapR. The resulting ribo-depleted library fragments were amplified with 13 cycles of PCR. Finally, the products were purified using the magicPure size selection DNA beads (EC401-03, Transgen Biotech. Co., China), and library quality was evaluated on an Agilent Bioanalyzer 2100 system. RNA library was sequenced on an Illumina Novaseq platform, and 150 bp paired-end reads were generated.

To analyze RNA sequencing data, clean reads were mapped to the reference genome by using HISAT2 v2.0.4. The mapped reads of each sample were assembled by using StringTie v1.3.1 in a reference-based approach^53^. The assembled transcripts were analyzed for coding potential by using RNA_seQc (http://www.broadinstitute.org/cancer/cga/rna-seqc). Fragments per kilobase of exon per million reads (FPKMs) for coding genes in each sample were calculated by using Cuffdiff v2.1.1^54^. Gene FPKMs were computed by summing FPKMs for transcripts in each gene group, then differentially expressed mRNAs were calculated by using the FPKM values for each gene.

### Transmission electron microscopy

L1 DRGs from WKY rats or SHRs were immersed in a solution of 2.5% glutaraldehyde overnight at 4 °C. After washing with phosphate buffer, DRGs were post-fixed in a 1% osmium acid for 2 h at 4 °C. After two washes with ddH2O, samples were stained in 2% uranyl acetate for 2 h, dehydrated in increasing concentration of ethanol, and infiltrated with 100% acetone for 2 h and EPON 812 resin overnight. Then, DRGs were polymerized at 37 °C for 12 h, 45 °C for 12 h and 60 °C for 48 h. Thin sections of 70 nm were obtained and analyzed on a transmission electron microscope (FEI Tecnai G2 Spirit Bio TWIN).

### Real-time PCR

L1-L2 DRGs dissected from SHR and WKY rats were pooled and processed for RNA extraction and reverse transcription within 1 h and were subjected to cDNA amplification and purification. DRGs were gently transferred into lysis buffer, and reverse transcription was performed using a SMARTer Ultra Low RNA Kit (Clontech) directly in the cell lysate. Single-cell cDNA was amplified using an Advantage 2 PCR Kit (Clontech) according to the manufacturer’s protocol. Real-time PCR was performed on an ABI Prism 7900 system. Taqman probes to detect CGRP and Actin were purchased from Roche. Each sample was analyzed in triplicate, and the relative levels of target genes were normalized to Actin. Fold changes were then calculated for each treatment group using normalized CT values. Taqman primers and probes used for the amplification were as follows: rat CGRP (sense primer, 5′-CCTCCAGGCAGTTCCTTTG-3′; anti-sense primer, 5′-CCAGTAGGCGAGCTTCTTCTT-3′; probe, Roche UPL #26), rat β-actin (sense primer, 5′- GCCCTAGACTTCGAGCAAGA-3′; anti-sense primer, 5′-GACCGTCAGGCAGCTCATAG-3′; probe, Roche UPL #80).

### Designer receptors exclusively activated by designer drugs, DREADDs

Rats were anesthetized with 1.5% isoflurane. The perirenal adipose tissue was exposed following PRATA procedure. Then, 1 μL of either control or retro-AAV2-Cre viral vector for each point was bilaterally injected into the perirenal adipose tissue, and five separated point injections for each side were performed. For DRG injection, when the perirenal adipose tissue injection was completed, rats were turned from supine to prone position. After exposing the intervertebral foramen leading to DRG, 1 μL of the AAV9-DIO-hM4Di-mcherry (EF1α promoter floxed) viral vector (~200,000 infectious units in 10% sucrose) was bilaterally infused into the L1-L2 DRGs. Three weeks post perirenal and DRG viral vector injection, rats received CNO (3 mg/kg) or vehicle 10 min prior to initiating BP data collection. Continuous intracarotid MAP measurements were recorded for 70 min.

### Measurement of serum CGRP and CGRP antagonist treatment

Rat blood samples were collected from eyeball and the serum was obtained by centrifugation at 1600 *rpm* (310 g) for 15 min and stored at −80 °C until analysis. Serum CGRP concentration was determined using a commercially available ELISA kit (KE1754, ImmunoWay Biotechnology, TX, USA) according to the manufacturer’s instructions. For acute experiments, 1 mg/kg CGRP antagonist, CGRP8-37 (Sigma, MO, USA), was intravenously injected 5 min after PRATA, and continuous intracarotid BP were recorded for 70 min. For chronic experiments, CGRP8-37 treatment was performed one week after PRATA or sham operation. All rats received the once daily intraperitoneal injection of 10 μg/kg CGRP8-37 or saline for 4 weeks^55^. Tail artery BP was measured weekly for 6 weeks. CGRP8-37 was freshly dissolved in saline before daily injection.

### Catecholamines and related metabolites measurement

Blood samples were collected from eyeball and transferred into tubes containing EDTA, and plasma was obtained by centrifugation at 10,000 *g* at 4 °C for 15 min and stored at −80 °C until analysis. Twenty-four hour-urine samples were collected from the rats housed in metabolic cages (TSE Systems, Thuringia, Germany) and fixed with concentrated hydrochloric acid (10.4 M) and the examination was completed within 12 h. Both catecholamines and related metabolites from plasma or urine were measured by high performance liquid chromatography, HPLC in The First Affiliated Hospital of Nanjing Medical University.

### Statistical analysis

All data were expressed as mean ± standard error of the mean (SEM) or median (interquartile range). Sample size for each experiment was calculated by analyzing preliminary-experimental data with the PASS statistical software (NCSS, UT, USA). Data were graphed using GraphPad Prism 7.0 (GraphPad Software, San Diego, CA, USA). Differences between two groups were analyzed with unpaired t test, Mann–Whitney U test or paired Wilcoxon signed-rank test. One-Way analysis of variance (ANOVA) with Bonferroni post hoc test analysis was used for comparison among groups. *P* values < 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE160914. All other data generated or analyzed during this study are included in this published paper (and its Supplementary Information files). Additional data related to this paper are available from the corresponding author on reasonable request. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

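RNA of neurons isolated from the L1-L2 DRGs of SHRs was sequenced in 3 samples collected 4 weeks after PRATA and 3 collected after a sham operation. The authors mapped the reads with HISAT2, assembled transcripts with StringTie and compared FPKM values computed with Cuffdiff. The deposited table gives raw counts of reads per gene for the 6 samples, without normalization, and the counts were made by the authors. The tool that made the counts, the strand setting, the handling of reads that map to several places, the genome build and the annotation release are not named in the paper's text. All columns of sample values in the table were used. The sample labels give an age of 6 to 8 weeks, and the paper gives 12 weeks at purchase.

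Total counts were 8129162, 12209863 and 12892124 in PRATA replicates 1, 2 and 3 and 15226952, 5892967 and 10693367 in sham replicates 1, 2 and 3. A floor of 3 counts corresponds to 0.369, 0.246 and 0.233 CPM in the PRATA samples and 0.197, 0.509 and 0.281 CPM in the sham samples. Floors and confidence statements cover counting error only, since reads without molecular identifiers are not independent molecules. The depth per gene therefore limits genes of low level, and sham replicate 2 limits them most.

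Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, which left 14919 of 25689 genes. Counts were scaled by TMM, with factors between 0.953 and 1.10, and PRATA was compared with sham by the quasi-likelihood test without a covariate, two-sided, with Benjamini-Hochberg adjustment over all genes tested. CPM values of named genes are TMM-normalized and are given with their SD. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes were counted at the thresholds drawn in Fig. 4b (unadjusted p under 0.05 and absolute log2 fold change over 1) and at an adjusted p under 0.05. For single values, an exact two-sided permutation test was used, which cannot give a p under 0.10 with 3 samples against 3.

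Of 18 gene lists with 1131 members written from general knowledge before the data were examined, 17 were used: 8 for the themes of Fig. 4c to f and the others for cell types and responses. The red blood cell list was left out because 58.3% of its members matched the table, under the minimum of 80%. Over all lists, 1091 members matched by gene name, 3 of them through an older symbol. Lists were tested with limma's camera with the correlation between genes estimated per list, with Fisher's exact test against all genes tested, and by the exact permutation test of the list mean. Samples were clustered on log2 CPM by Euclidean distance with complete linkage and compared by principal components.

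The genes named were chosen by a rule set before the data were examined: genes the paper names and Calcb, up to 5 genes in each direction with an adjusted p under 0.05 and groups that do not overlap (0 qualified, beside 2734 genes at an unadjusted p under 0.05), the gene with the largest log2 fold change in each direction past the thresholds of Fig. 4b, and up to 3 genes of each list with the smallest p. Some of the genes that this rule picks are not reported here. From the lists for cell types and responses, genes higher after PRATA past the thresholds of Fig. 4b with groups that do not overlap are also reported, a rule chosen after the values were seen. The groups share replicate numbers in the sample labels, which do not say that same-numbered samples belong together. The fit with the replicate number as a block is therefore reported beside the fit without it, with the correlation of the deviations of same-numbered samples from their group means.

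Before the data were examined, the following alternatives were set: DESeq2's size factors, library size alone, no filter on low counts, at least 10 counts in every sample, DESeq2, limma-trend on log2 CPM with a pseudocount of 1, a robust quasi-likelihood fit, limma voom with sample quality weights, the replicate block, each sample left out in turn, protein-coding genes alone, camera with its correlation preset to 0.01, each list without its largest member, and other linkage or genes for the clustering. A covariate for the 7SL RNA copy group, and the 4 samples of the larger of these groups alone, were added after seeing the data. The share of reads on a copy that defines these groups was also chosen after seeing the data. The fits were tested on simulated data, in which genes were drawn independently of each other. With 200 changed genes of 14919, edgeR recovered 72.0% of the 193 changed genes tested at an adjusted p under 0.05 with 8 false calls, and 94.3% at the thresholds of Fig. 4b with 261 false calls. The simulated changes all exceeded the fold change line of Fig. 4b. Recovery of smaller changes, such as those of Map2 and Calca, was therefore not tested. With no gene changed, DESeq2 called 12 genes at an adjusted p under 0.05, limma-trend 2, edgeR 0 and voom 0, while at the thresholds of Fig. 4b, which include an unadjusted p under 0.05, these tests called 231, 152, 249 and 279 genes.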

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

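The tests of library size, of single samples, of non-neuronal cells and of the response to dissociation were set before the data were examined, while the tests of the neuronal share and the rule that picks the genes of this part were chosen only after the values were seen. The rule takes members of the lists for cell types and responses that the paper does not discuss, that were higher after PRATA past the thresholds of Fig. 4b, and for which every PRATA sample lay above every sham sample. Members that fell, or whose groups overlapped, are outside this rule. Chance separates 10% of genes without overlap in 3 samples against 3, and the rule itself fixes that each gene is higher in all PRATA samples.

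Among neuronal and axon injury genes, the log2 fold change was 1.50 for Sox11, 1.02 for Pou4f1, 1.18 for Adcyap1, 1.19 for Gch1, 1.00 for Cacna2d1 and 1.03 for Reg3b. Among immediate early and dissociation response genes it was 1.23 for Dnajb1, 1.01 for Jund and 1.17 for Socs3. Among glia and Schwann cell markers it was 2.44 for Ncmap and 1.39 for Prx. The adjusted p lay between 0.156 for Sox11 and 0.253 for Reg3b in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and none of these genes passed 0.05 there. Over the alternatives run, each of these 11 genes kept a positive log2 fold change, and the adjusted p of Sox11 ran from 0.000110 to 0.550.

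The axon injury and regeneration list had 8 of its 41 genes tested past the thresholds of Fig. 4b upward (Fisher's exact test, p = 2.10e-08, adjusted p = 3.78e-07 over 18 tests), but its median log2 fold change of 0.53 came with a camera adjusted p of 0.439 and an exact permutation p of 0.20 for the list mean, two-sided. A response of the neurons to the loss of their peripheral target is a biological hypothesis for these genes, and a larger share of neuronal RNA is a technical one. The sensory neuron markers had a median of 0.55, with 26 of 26 genes higher, an exact permutation p of 0.20 for the list mean and a camera adjusted p of 0.439. When these markers were subtracted, the log2 difference of Map2 shrank to 0.133 with overlapping groups, and that of Calca to 0.339 with all PRATA samples still above the sham samples. The same subtraction for the genes of this part, without Pou4f1, which is itself a marker, left every PRATA sample above every sham sample for 3 of 10 genes, Sox11 (log2 difference 0.92), Adcyap1 (0.69) and Ncmap (1.44), each with the smallest exact permutation p of 0.10, two-sided. For the other 7 genes the groups overlapped, with log2 differences between 0.42 for Reg3b and 0.82 for Prx. For Ncmap and Prx, as glia and Schwann cell markers, the subtraction does not bear on the question, since a larger neuronal share would lower them. For Adcyap1 the groups came close, with -2.43 in PRATA replicate 3 and -2.45 in sham replicate 2. A larger neuronal share may therefore account for part of the differences in the neuronal and axon injury genes, while that of Sox11 was not removed by the subtraction.

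The immediate early and dissociation response list had 7 of 47 genes past the thresholds upward (Fisher's exact test, p = 1.15e-06, adjusted p = 1.03e-05), with a median of 0.35, an unadjusted camera p of 0.428 and an exact permutation p of 0.30 for the list mean. A weaker response to dissociation in the PRATA samples is not what the list shows, while a stronger one may explain Dnajb1, Jund and Socs3 and was not tested apart from the operation.

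For Ncmap and Prx, a larger share of glial cells in the PRATA samples was weighed. Against it, Sox10, the member of the glia and Schwann cell list with the smallest p, fell by 1.63 on the log2 scale (adjusted p = 0.156, edgeR, with a range of 0.00189 to 0.550 over its alternatives), with every PRATA sample below every sham sample. The glia and Schwann cell list had a median of 0.05, with 14 of 25 genes higher, and its sign changed between alternatives. The smallest unadjusted camera p among the lists for non-neuronal cells was 0.244, for fibroblasts, whose list had a median log2 fold change of -0.48, with 20 of 23 genes lower after PRATA and an exact permutation p of 0.20 for the list mean. Of these genes, 3 passed the thresholds of Fig. 4b downward (Fisher's exact test, p = 0.0367, adjusted p = 0.165), and with the correlation between genes preset to 0.01 the unadjusted camera p of this list was 0.000224. For the glia list, camera did not detect an added log2 rise of 1 (unadjusted camera p of 0.103) or fall of 1 (0.109). The same held for the macrophage list (0.134 and 0.394). For the endothelial list camera detected the rise (0.0415) but not the fall (0.188). For the fibroblast list it detected the fall (0.0176) but not the rise (0.310). Each shift was added to the difference already observed, so a shift along the observed median was easier to detect than one against it. These lists therefore cannot exclude a difference in the share of non-neuronal cells. Library totals do not separate the groups, since 3 of 3 PRATA totals lay within the range of the sham totals.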

How the results depend on the processing

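Each count was recomputed under 18 alternatives, each list under 20 and each gene under 18, except 17 for AABR07015078.2, Grin2a, Mmp3, Ncmap, C1qa and Adgre1 and 16 for AABR07043510.1, which some of the alternatives leave out. Which of them were set before the data were examined is given in the processing summary, and the covariate for the 7SL RNA copy group and the fit of the 4 samples of its larger group were chosen after seeing the data. Without the filter on low counts the median log2 fold change of all genes was -0.17, against 0.02 with it.

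At the thresholds of Fig. 4b, 175 genes were higher and 482 lower. The genes higher moved to 72 with limma-trend, 340 with voom quality weights and 421 within the larger 7SL copy group, and ran from 101 to 361 across the 6 fits that each left out one sample. The genes lower moved to 1159 with no filter and to 278 with limma-trend. They ran from 383 to 673 with one sample left out. The share of higher genes was 26.6%, against 16.0% with no filter and 42.4% within the larger 7SL copy group. At an adjusted p under 0.05, edgeR called 0 genes (2734 at an unadjusted p under 0.05), DESeq2 182 higher and 438 lower, voom quality weights 447 and 726, and edgeR within the larger 7SL copy group 9 and 4. Leaving out one sample gave from 0 to 162 higher and from 0 to 559 lower, the highest without sham replicate 2. The replicate block gave 147 higher and 372 lower at the thresholds of Fig. 4b and 0 at an adjusted p under 0.05 (1528 at an unadjusted p under 0.05). The cause of these differences was not tested.

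The Calca log2 fold change of 0.85 and the Map2 log2 fold change of 0.67 kept their sign in every alternative. The adjusted p came under 0.05 for Calca with DESeq2 (0.83), voom quality weights (1.00) and without sham replicate 2, and for Map2 with voom quality weights (0.81). With one sample left out, Calca ran from 0.73 to 1.11 and Map2 from 0.54 to 0.83. The adjusted p ranged from 0.0314 to 0.550 for Calca and from 0.0360 to 0.557 for Map2.

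The lists passed an unadjusted camera p of 0.05 under some alternatives and not in the test as reported. With the correlation between genes preset to 0.01, which treats the genes as nearly independent, this held for the axon guidance median log2 fold change (0.25), the neuron differentiation and nervous system development median log2 fold change (0.46), the cytoskeleton and microtubule-based process median log2 fold change (0.47), the synapse median log2 fold change (0.47), the rRNA processing and ribosome biogenesis median log2 fold change (-0.70) and the wound healing and response to wounding median log2 fold change (-0.53). With DESeq2 it held for axon guidance (0.23), neuron differentiation (0.43), cytoskeleton (0.45), rRNA processing (-0.73) and wound healing (-0.55). With no filter it held for axon guidance (0.25), neuron differentiation (0.44), cytoskeleton (0.48) and synapse (0.48), with library size alone for rRNA processing (-0.72), and with protein-coding genes alone for cytoskeleton (0.44). It held in 1 of the 6 fits that left out one sample each for axon guidance (from 0.17 to 0.39), rRNA processing (from -0.81 to -0.58) and wound healing (from -0.70 to -0.38). None of these 6 lists changed sign. The cause was not tested.

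The cell proliferation median log2 fold change of -0.07 changed sign with voom quality weights (0.070) and ran from -0.14 to 0.085 with one sample left out. The apoptosis and its regulation median log2 fold change of 0.04 changed sign with voom quality weights (-0.018) and ran from -0.019 to 0.12 with one sample left out. The satellite glia and Schwann cell markers median log2 fold change of 0.05 changed sign with limma-trend (-0.026), voom quality weights (-0.11) and the replicate block (-0.035), ran from -0.49 to 0.35 with one sample left out, and was 0.54 within the larger 7SL copy group. The endothelial and mural cell markers median log2 fold change of 0.25 ran from -0.060 to 0.75 with one sample left out. The cause of these reversals was not tested.

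Apart from the counts, Map2, Calca and the theme lists, 70 results gave 1270 values under the alternatives. None of the 70 results passed its test's threshold as reported, so none could lose it. Of the values, 1138 kept their direction without passing it, 126 passed it with the same direction, and 6 reversed, which are among the values above. The grouping of samples by clustering was the same under both of its alternatives. A gene has no value under a filter on counts or on gene type that removes it. Differences smaller than the floor of 3 counts, 0.509 CPM in sham replicate 2, were not detectable.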

Differences from the paper's values

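The number of genes lower after PRATA at the thresholds drawn in Fig. 4b was 482, against the paper's 300. Of the alternatives set before the data were examined, at least 10 counts in every sample (381), limma-trend (278), the robust fit (434), the replicate block (372) and the fits without PRATA replicate 1 (383) and without sham replicate 3 (384) came within 1.5 times the paper's number, and the others did not. In total 657 genes passed these thresholds, against the paper's 433. Library size alone (642), at least 10 counts in every sample (511), limma-trend (350), the robust fit (599), the replicate block (519), protein-coding genes alone (608) and the fits without PRATA replicate 1 (501) and without sham replicate 3 (485) came within 1.5 times the paper's total, and the others did not. The genes higher after PRATA, 175 against the paper's 133, differed by less than 1.5 times. They differed by more with no filter on low counts (220), limma-trend (72), voom quality weights (340) and the fits without PRATA replicate 3 (268), without sham replicate 1 (293) and without sham replicate 2 (361).

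The paper lists Map2 and Calca among the upregulated genes. Their log2 fold changes were 0.67 and 0.85, both under the line of Fig. 4b, and their adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.192 and 0.175. For CGRP the paper has further evidence, a separate qPCR that found more mRNA 4 weeks after PRATA. It used dissected L1-L2 DRGs with Actin as the reference and is not part of the data analysed here. Leaving out sham replicate 2 was the only alternative run under which Calca passed the thresholds of Fig. 4b (1.11), and no alternative run did so for Map2. At an adjusted p under 0.05, without the fold change line, DESeq2 (0.0314), limma voom with sample quality weights (0.0339) and edgeR without sham replicate 2 (0.0380) called Calca, and voom called Map2 (0.0360), over a range of alternatives from 0.0314 to 0.550 for Calca and from 0.0360 to 0.557 for Map2.

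The paper relates most downregulated genes to wound healing, cell proliferation and apoptosis. In the lists written for these themes, which are not the terms the paper used, 19 of 85 wound healing genes, 3 of 69 proliferation genes and 5 of 72 apoptosis genes passed the thresholds of Fig. 4b downward. The median log2 fold change was -0.07 for proliferation and 0.04 for apoptosis. Of the lists for neuronal themes, 1 of 96 axon guidance genes, 4 of 83 neuron differentiation genes, 1 of 98 cytoskeleton genes and 1 of 99 synapse genes passed the thresholds upward, and 2, 3, 0 and 2 of them downward.

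In Fig. 4a the samples are grouped by operation on the genes called. Over the 657 genes called here the clustering did the same, whereas over all genes tested it left 3 of the 6 samples on the side of the other group.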

Other observations

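Tests of other splits for the counts, of single samples, of non-neuronal cells, of library size and of the response to dissociation were set before the data were examined, and those of other splits for the lists, of the neuronal share, of the receptor genes, of the small RNA copies and of the largest fold change were chosen only after the result was seen. A planned test of gene length could not be run, because the gene annotation at hand is of another assembly than the table.

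Of 10 splits of the 6 samples into 3 and 3, 4 part all same-numbered samples, and 1 of these 4, the split by operation, gave as many as 657 genes at the thresholds of Fig. 4b. The others of these gave 447, 472 and 434, and the split with 472 genes had 2605 genes at an unadjusted p under 0.05, against 2734. The other 6 splits, which part 1 same-numbered pair, gave between 66 and 527 genes. For 4 of the 8 theme lists, synapse, wound healing, proliferation and apoptosis, another split that parts the pairs gave a median as far from 0. Among all 10 splits, the split by operation gave the most genes, and the median farthest from 0 for the axon guidance, neuron differentiation, cytoskeleton and rRNA processing lists. With 3 samples against 3 no share under 0.05 can be reached, so this comparison does not settle whether a split drawn at random would do the same.

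Leaving out 1 sample kept at least 55.6% of all genes called. Of the 175 genes higher after PRATA, however, 76 were called again without sham replicate 3 and 86 without PRATA replicate 1, so that most of the higher calls rested on having each of these samples. The non-neuronal marker lists gave a smallest unadjusted camera p of 0.244, for the fibroblast list, whose median was -0.48 with 20 of 23 genes lower and an exact permutation p of 0.20 for the list mean, and could not exclude a difference in these cells, which bears on the wound healing genes lower after PRATA as well. Library size does not separate the groups, with 3 of 3 PRATA totals inside the range of the sham totals. A stronger dissociation response in the sham samples was not seen for the genes lower after PRATA, as the immediate early and dissociation list had a median of 0.35 (unadjusted camera p of 0.428, exact permutation p of 0.30).

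A larger share of neuronal RNA in the PRATA samples was tested by subtracting the sensory neuron markers. The log2 difference of Calca went from 0.88 to 0.339, with all PRATA samples still above the sham samples (exact permutation p = 0.10, two-sided), and that of Map2 from 0.67 to 0.133, with overlapping groups (exact permutation p = 0.40). A larger neuronal share may therefore account for the difference in Map2 and for part of that in Calca. Since Calca and the markers belong to the same neurons, the subtraction can also remove a change within them.

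Sham replicate 2 detected 1123 of 1183 olfactory and vomeronasal receptor genes, against 125 to 580 in the other samples, at a summed level of 1122 CPM against 47.2 to 162. It alone had counts for 1616 genes, none above 20 counts. Genomic DNA or another background spread over the genome is a candidate explanation, since the pseudogenes also took 6140 CPM, 1.68 times the highest other sample. Among the other samples the pseudogene level did not follow the receptor level. Sham replicate 3 had the next highest receptor level, 162 CPM, and the lowest pseudogene level, 2909 CPM. The pseudogene level therefore bears on sham replicate 2 alone. For cells of the olfactory or vomeronasal epithelium, the summed level of 10 marker genes was highest in sham replicate 2 at 574 CPM, which is what the test as written asked for. However, PRATA replicate 1 had 549 CPM of these markers and the lowest receptor level, 47.2 CPM, so the markers do not follow the receptor reads, which goes against this explanation. No biological explanation was tested, since the other sham samples share its condition.

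In PRATA replicate 3 and sham replicate 1, Rn7sl1 took 98.9% and 99.5% of the reads on the main pair of 7SL RNA copies, against 47.3% to 49.3% in the other 4 samples. Between these sets of samples, 153 genes differed at an adjusted p under 0.05, of which 68.6% are small non-coding RNAs or pseudogenes, and 0 of these 153 were among the 657 genes past the thresholds of Fig. 4b. This 0 was largely fixed by the design, because a gene that differs between these sets varies within both the PRATA and the sham group. A difference in library preparation or in how reads were assigned to copies may explain the split, and the operation cannot, since each set holds both conditions. With this split as a covariate, 172 genes were higher and 473 lower at the thresholds of Fig. 4b.

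For AABR07015078.2, the gene with the highest log2 fold change, reads shared between near-identical copies are a candidate explanation. The summed count of 8 genes named from the same group of contigs had a log2 difference of 0.327 (exact permutation p = 0.40, two-sided), with overlapping groups, which leaves the question open.

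Of the genes the paper studies in other experiments, Trpv1 had a log2 fold change of 0.56 (standard error 0.25, adjusted p = 0.281, edgeR) with overlapping groups, and a range of 0.29 to 0.76 over 18 alternatives with adjusted p from 0.0861 to 0.701. The paper reports the opposite direction, with lower TRPV1 expression in the L1-L2 DRGs of SHRs after PRATA. Its methods describe immunostaining for TRPV1, whereas the value here is mRNA of isolated neurons and did not pass its test. Fos rose by 1.56 (standard error 0.40, adjusted p = 0.167, edgeR), from 130.4 ± 75.8 CPM to 383 ± 88.4 CPM (SD, n = 3 per group), with every PRATA sample above every sham sample (exact permutation p = 0.10). Over 18 alternatives its log2 fold change lay between 1.29 and 2.29 and its adjusted p between 0.00420 and 0.550, under 0.05 with DESeq2, voom quality weights and within the larger 7SL copy group. Fos is also the member of the immediate early and dissociation response list with the smallest p. A stronger response to dissociation may therefore explain its rise and was not tested apart from the operation. Arc (0.87), Rbfox3 (0.38), Nefh (0.70), Nefm (0.59), Nefl (0.64) and Actb (-0.30) had overlapping groups and adjusted p between 0.332 and 0.479 in edgeR. The cytosolic ribosomal protein genes had a median log2 fold change of -0.47, with 73 of 73 lower after PRATA (exact permutation p of the list mean 0.10, camera adjusted p of 0.439), and the peptidergic nociceptor markers a median of 0.76, with 13 of 13 higher (exact permutation p of the list mean 0.10, camera adjusted p of 0.439).

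From the lists for cell types and responses, the rule also picks members with the smallest p. Beyond the genes given above, the log2 fold change was 0.81 for Tubb3, 0.93 for Bdnf and 0.77 for Kit, each with every PRATA sample above every sham sample. It was -1.53 for Mgp, -1.78 for Postn, -1.43 for Ogn, -0.72 for Rps25, -0.63 for Rpl36a and -0.71 for Rps3a, each with every PRATA sample below every sham sample. The groups overlapped for Lyz2 (1.14), C1qa (1.55), Adgre1 (-1.21), Vwf (1.47), Tagln (-1.08) and Myh11 (0.83). The adjusted p of these genes in edgeR lay between 0.156 for Bdnf and 0.339 for Myh11, and each kept its sign over the alternatives run.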
